# Aneuploidy shortens replicative lifespan in *Saccharomyces cerevisiae*

**DOI:** 10.1111/acel.12443

**Published:** 2016-01-13

**Authors:** Anna B. Sunshine, Giang T. Ong, Daniel P. Nickerson, Daniel Carr, Christopher J. Murakami, Brian M. Wasko, Anna Shemorry, Alexey J. Merz, Matt Kaeberlein, Maitreya J. Dunham

**Keywords:** aging, aneuploidy, *BUL1*, protein trafficking, replicative lifespan

## Abstract

Aneuploidy and aging are correlated; however, a causal link between these two phenomena has remained elusive. Here, we show that yeast disomic for a single native yeast chromosome generally have a decreased replicative lifespan. In addition, the extent of this lifespan deficit correlates with the size of the extra chromosome. We identified a mutation in *BUL1* that rescues both the lifespan deficit and a protein trafficking defect in yeast disomic for chromosome 5. Bul1 is an E4 ubiquitin ligase adaptor involved in a protein quality control pathway that targets membrane proteins for endocytosis and destruction in the lysosomal vacuole, thereby maintaining protein homeostasis. Concurrent suppression of the aging and trafficking phenotypes suggests that disrupted membrane protein homeostasis in aneuploid yeast may contribute to their accelerated aging. The data reported here demonstrate that aneuploidy can impair protein homeostasis, shorten lifespan, and may contribute to age‐associated phenotypes.

## Introduction

Age is a major risk factor for some of the most deadly and debilitating human diseases, including heart disease, cancer, and Alzheimer's disease (Kaeberlein, 2013). Identifying and possibly intervening with the biological processes responsible for aging therefore has the potential to improve the healthspan of many individuals. Model organisms have been valuable to understanding the process of aging as several aging and longevity pathways are highly conserved (Smith *et al*., 2008). One such conserved pathway shown to play a role in aging is maintaining an appropriate balance between protein synthesis and protein degradation pathways in order to maintain a normal proteome, a process known as protein homeostasis (Powers & Balch, 2013; Labbadia & Morimoto, 2015). Maintaining protein homeostasis via upregulation of protein quality control systems, such as the ubiquitin‐proteasome system (UPS), has been shown to extend lifespan from yeast to rodents (Mehta *et al*., 2009; Kruegel *et al*., 2011; Rodriguez *et al*., 2012; Vilchez *et al*., 2012; Kaeberlein, 2013; Kevei & Hoppe, 2014). Inducing protein quality control systems is thought to extend lifespan by counteracting the age‐associated accumulation of damaged and aggregated proteins (Kevei & Hoppe, 2014); however, this age‐associated decline in proteostasis may be more finely regulated than currently appreciated (Labbadia & Morimoto, 2014). A second highly conserved process associated with longevity is caloric restriction and the corresponding decrease in signaling through the TOR complex (Johnson *et al*., 2013; Kaeberlein, 2013). Caloric restriction and inhibition of TOR by rapamycin have been shown to extend lifespan in yeast and metazoans (Smith *et al*., 2008).

Aneuploidy, defined as a number of chromosomes different from an integer multiple of the haploid complement, is another phenomenon that correlates with an organism's age: The prevalence of aneuploidy increases in both somatic and germline tissues as organisms age (Lushnikova *et al*., 2011; Nagaoka *et al*., 2012; Baker *et al*., 2013). While it is often proposed that the correlation between age and aneuploidy is due to increased rates of chromosomal missegregation in older cells, it is possible that the relationship is more complex and that aneuploidy itself contributes to aging phenotypes. Similar to old cells, aneuploid cells suffer from disrupted protein homeostasis due to uncompensated protein expression from the chromosome at altered copy number (Torres *et al*., 2007, 2010; Dephoure *et al*., 2014) and have increased levels of protein aggregates (Oromendia *et al*., 2012). Aneuploidy is further connected to aging by work in mice studying the effects of somatic aneuploidy on aging phenotypes. Mice have delayed aging phenotypes in tissues where the age‐associated rate of aneuploidy is also delayed (Baker *et al*., 2013). Conversely, mice with high levels of somatic aneuploidy due to mutations in the mitotic checkpoint protein BubR1 have decreased lifespans and premature aging phenotypes, while overexpression of BubR1 in mice decreases age‐associated somatic aneuploidy and extends lifespan (Baker *et al*., 2004, 2013). The human homolog of BubRI, *BUB1B*, is mutated in a rare human disorder known as mosaic variegated aneuploidy (MVA) syndrome (Matsuura *et al*., 2006); although individuals with this syndrome have limited life expectancies, they also have elevated rates of cancer and multiple congenital anomalies, making any assessment of an accelerated aging phenotype very difficult. Finally, accelerated aging has been observed in the most common example of human aneuploidy: Down syndrome (Martin, 1978; Roth *et al*., 1996; Nakamura & Tanaka, 1998). These diverse lines of evidence buttress the hypothesis that aneuploidy may not be only a symptom of aging but may also promote aging.

In this study, we examined the relationship between aneuploidy and aging in the yeast *Saccharomyces cerevisiae*. We found that aneuploid yeast generally have a shortened lifespan that correlates with the burden of extra yeast chromosomal DNA. We also showed that suppressor mutations could relieve this aneuploidy‐associated lifespan deficit. In particular, we showed that the loss of function of the gene *BUL1* rescued the lifespan of yeast with an extra copy of chromosome 5. The effect of *BUL1* deletion on lifespan was not generalizable to yeast disomic for other chromosomes or to euploid yeast. *BUL1* deletion also rescued a Cps1 trafficking defect in yeast disomic for chromosome 5; however, the precise mechanism by which *BUL1* deletion rescued the lifespan in chr5 disome strains remains uncertain. Therefore, while aneuploid cells are generally short lived, possibly secondary to perturbations in protein homeostasis, the precise perturbation, and therefore the precise mechanism of rescue, is likely karyotype dependent.

## Results

To investigate a causative relationship between aneuploidy and aging, we measured the replicative lifespans (RLS) of a set of previously well‐characterized disomic yeast strains (‘disomes’): haploid cells, each carrying an extra copy of one of 13 of 16 native yeast chromosomes (Table S1) (Torres *et al*., 2007, 2010; Sheltzer *et al*., 2011; Oromendia *et al*., 2012; Dephoure *et al*., 2014). We determined the RLS for each disome using the gold standard method of manually separating daughter cells as they bud from a single mother cell and counting the number of buds produced before a mother cell ceases to divide (Steffen *et al*., 2009). Using this method, we found that 10 of the 13 disomes assayed had significantly shorter lifespans than the wild‐type control strain (Figs 1A and S1).

**Figure 1:**
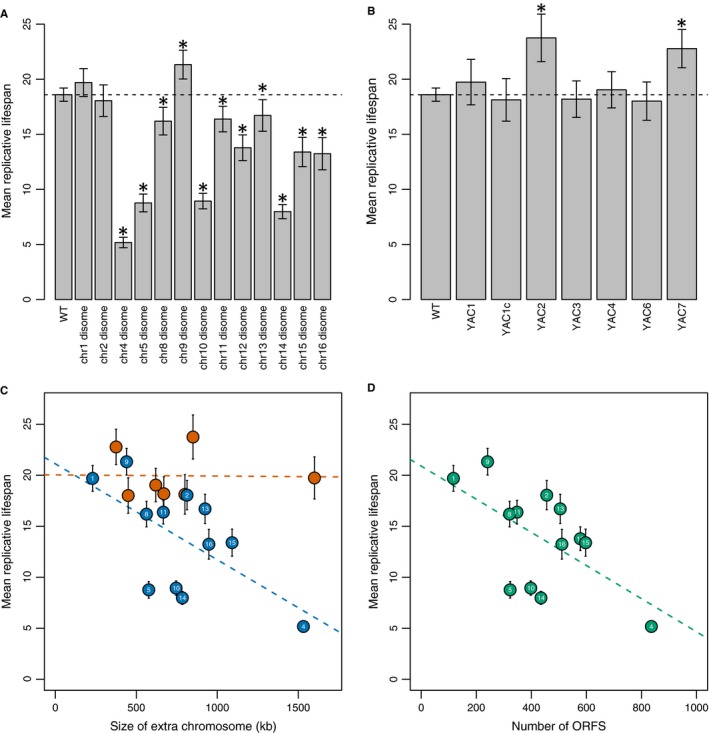
Aneuploidy decreases lifespan. (A) Aneuploidy of native yeast chromosomes decreases lifespan. Bars represent mean replicative lifespan ± 95% CI, *P < 0.001, Wilcoxon rank‐sum test. (B) The presence of native chromosome‐sized YACs does not decrease lifespan. Bars represent mean replicative lifespan ± 95% CI, *P < 0.001, Wilcoxon rank‐sum test. (C) The aneuploidy‐associated reduction in lifespan correlates with the size of the extra chromosome. Native yeast chromosomes = blue circles. Small numbers identify the chromosome number. *R* ^2^ = 0.38. YACs = red circles, *R* ^2^ = 0.00037. (D) The aneuploidy‐associated reduction in lifespan correlates with the number of ORFs duplicated. Native yeast chromosomes = green circles. Small numbers identify the chromosome number. *R* ^2^ = 0.36.

Most transcripts and proteins originating from a disomic chromosome are expressed at levels reflecting their underlying DNA copy number (Torres *et al*., 2010; Dephoure *et al*., 2014). To differentiate whether the disomes’ shortened lifespan was due to this uncompensated overexpression, or simply to the burden of carrying an extra chromosome, we determined RLS for a collection of strains containing yeast artificial chromosomes (YACs) comprising human or mouse DNA. These YACs are similar in size to native yeast chromosomes but due to the different genetic density of mammalian genomes compared to *S. cerevisiae*, and the lack of appropriate splicing machinery in yeast, many fewer transcripts and proteins are likely expressed from YACs. Furthermore, previous comparisons between these disomes and YAC strains showed that the YAC strains did not suffer from the proteotoxic stress commonly experienced by disomes (Torres *et al*., 2007, 2010; Oromendia *et al*., 2012; Dephoure *et al*., 2014). Similarly, we found that while the disomes were short lived, strains carrying YACs even as large as 1.6 megabases had lifespans that were similar to wild‐type (Fig. 1B).

We noted that the degree of lifespan reduction in the disomes correlated with the size of the extra chromosome (*R* ^2^ = 0.38) (Fig. 1C). The size of the rDNA locus is highly variable between strains of yeast resulting in a wide variation in chromosome 12 size (James *et al*., 2009). Given this variability, we could not easily assign the exact size of chromosome 12 and chose to exclude chr12 disome from this analysis (for additional information, see Fig. S2). We also compared the RLS of each disome, including the chr12 disome, to the total number of verified ORFs present on each chromosome and found a similar correlation (*R* ^2^ = 0.36) (Fig. 1D); there was no correlation between the lifespan of the YAC strains and the size of the YAC (*R* ^2^ = 0.00037) (Fig. 1C).

All the disomes used in this study were previously shown to have a fitness deficit, as reflected in a lengthened doubling time and other phenotypes, compared to a euploid control (Torres *et al*., 2007). Previously, laboratory evolution of each disome selected for evolved clones with a rescued doubling time (Torres *et al*., 2010). To address whether the disomes’ shortened lifespans were simply due to a fitness deficit and not reflective of an aging phenotype *per se,* we determined the RLS of several fitness‐neutral evolved disome clones derived from disomes with shortened lifespans. As previously reported (Torres *et al*., 2010), these evolved disomes had diverse karyotypes containing both amplifications and deletions; these changes always reduced the overall DNA burden (Table S2). In general, we found that evolved disomes with the original disomic karyotype retained the short‐lifespan phenotype (Fig. 2A), while those clones that had a karyotype closer to the wild‐type euploid had regained normal lifespans (Fig. 2B). It is especially significant that most of the evolved disomes with a retained disomic karyotype (Fig. 2A) were still short lived despite regaining a normal doubling time as this strongly argues that the defective aging phenotype generally observed in the disomes cannot be explained simply by decreased growth ability.

**Figure 2:**
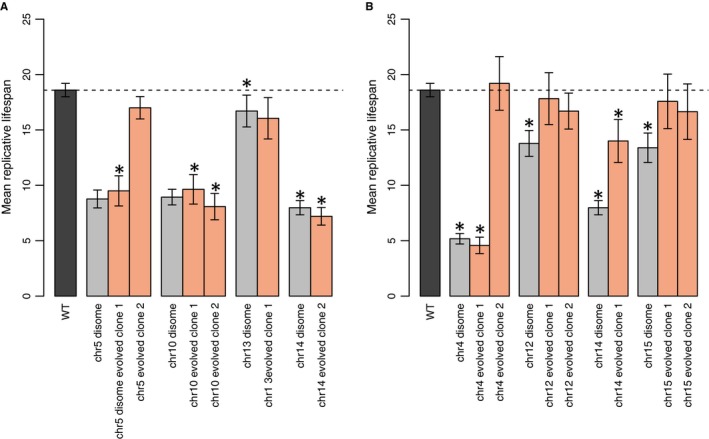
(A) Evolved disome clones with disomic karyotypes generally retained shortened lifespans. Chr5 disome evolved clone 2 was the only evolved disome clone with a disomic karyotype that had regained a wild‐type RLS. Bars represent mean replicative lifespan ± 95% CI,* *P *<* *0.001, Wilcoxon rank‐sum test. (B) Evolved disome clones that no longer contained a disomic karyotype generally had RLS closer to wild‐type. Bars represent mean replicative lifespan ± 95% CI,* *P *<* *0.001, Wilcoxon rank‐sum test.

A single clone evolved from the chr5 disome (chr5 disome evolved clone 2) had both retained the disomic karyotype and had regained a wild‐type lifespan, suggesting that it had acquired a point mutation that suppressed the lifespan deficit associated with aneuploidy (Fig. 2A). 

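Array comparative genomic hybridization (aCGH) compares the amount of DNA of a strain with that of a reference strain at each probe of a tiling array. Genomic DNA of the original chr5 disome (YMD692) and of chr5 disome evolved clone 2 (YMD285), labelled with Cy5, had each been hybridized to 1 Agilent yeast array together with Cy3-labelled DNA of the reference strain FY4. Both arrays lay on 1 slide. The design held 41775 probes, of which 41480 lay on nuclear chromosomes with a median spacing of 257 bp. The files do not name the genome build of the probe coordinates. The authors' scanner software, Agilent Feature Extraction, had subtracted background and scaled the dyes within each array. From these processed signals the log2 ratio of strain to FY4 was computed, and the median of each array was subtracted. Probes whose spot the software had marked as non-uniform in either channel, or whose FY4 signal was not well above background, were left out. Non-uniform spots removed 35.3% of the probes of the chr5 disome and 21.6% of those of the evolved clone, which left 27045 and 32734 probes. The median Cy5 spot signal was 47.9 times the local background for the chr5 disome and 42.2 times for the evolved clone. A chromosome's value was the median over its probes, and it was called gained at a log2 ratio of 0.5 or more and lost at -0.5 or less. Every strain had 1 array, so the number of arrays limits the precision.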

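The median log2 ratio of chromosome 5 was 0.92 in the original chr5 disome and 0.93 in chr5 disome evolved clone 2, with no replicate arrays. The other 15 nuclear chromosomes lay between -0.030 and 0.039 in the original disome and between -0.026 and 0.015 in the evolved clone. A log2 ratio of 0.93 corresponds to 1.90 copies of chromosome 5 relative to the rest of the genome. No other chromosome was called gained or lost in either strain. From the retained extra chromosome together with the regained lifespan, the paper proposes that the clone had acquired a point mutation that suppressed the lifespan deficit.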

Whole‐genome sequencing (WGS) of the original chr5 disome and the chr5 disome evolved clone 2 identified five point mutations unique to the evolved clone (Table S3). We backcrossed chr5 disome evolved clone 2 to an isogenic wild‐type strain and determined the replicative lifespan for nine segregants disomic for chromosome 5 and three euploid segregants. 

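Each of the 12 segregants had been hybridized against FY4 on 1 array of the same design, on 3 slides that each held 3 disomic segregants and 1 euploid segregant. Segregants were grouped by strain ID as in Table S4, which gives 5 chr5 disomic segregants with bul1Q146K, 4 chr5 disomic segregants with BUL1 and 3 euploid segregants with bul1Q146K. The deposited sample labels call all 12 segregants disomic for chromosome 5, while Table S4 and Fig. S1 list MD308-C9, MD308-G3 and MD309-A3 as euploid, and the paper's karyotypes were used. Table S4 also gives each strain ID another zygote and segregant name than Table S1 does, and the zygotes used here are those of Table S1, which the sample labels share. Between 41689 and 41765 probes (median 41763) were used in the bul1Q146K disomic segregants. In the BUL1 disomic segregants this number was 41734 to 41767 (median 41763), and in the euploid segregants 41745 to 41765 (median 41761). The median Cy5 signal over local background was 11.5 to 23.9 (median 21.1), 11.6 to 21.5 (median 16.4) and 16.1 to 24.4 (median 23.3) in the same groups. Chromosome values, 1 per segregant, were compared by exact permutation tests of the difference in means. Probes with a value on every array of a comparison were compared with limma, with Benjamini-Hochberg adjustment and a threshold of 0.05.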

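The chromosome 5 log2 ratio was 0.91 ± 0.0097 (SD, n = 9) in the disomic segregants and -0.0043 ± 0.0027 (SD, n = 3) in the euploid segregants. This difference of 0.92 was larger than the spread between segregants (exact two-sided permutation test, p = 0.00909, the smallest p that 9 strains against 3 allow). The groups are themselves calls of chromosome 5 dose and may rest on these arrays. The test therefore checks the grouping and is no independent evidence. Within the 3 slides the difference was 0.92, 0.90 and 0.92, and within the 3 zygotes 0.91, 0.91 and 0.92. The disomic segregants ranged from 0.90 to 0.93. Background correction by normexp moved the difference most, to 1.36. The other 15 nuclear chromosomes were not called gained or lost in any segregant and lay between -0.035 and 0.017.
Of 41539 probes tested, 1963 differed between disomic and euploid segregants, 1953 of them with a higher log2 ratio in the disomic segregants and 10 with a lower one. They included 1937 of the 1971 probes tested on chromosome 5 (98.3%), all higher, and 26 probes elsewhere. With 1 segregant left out, the number elsewhere ranged from 16 to 70. The number of lower probes also depended on the processing, with 200 after loess normalization and 99 after normexp background correction. It fell to 1 when the arrays were centred on probes outside chromosomes 5, 8, 9, 11 and 12. The 5 largest changes outside chromosome 5 were all increases. They lay on chromosome 14 at 776482 to 776541 (log2 change 0.99, limma adjusted p = 2.22e-09), 774388 to 774447 (0.97) and 774584 to 774643 (0.83), on chromosome 4 at 1301745 to 1301802 (0.52) and on chromosome 6 at 117722 to 117774 (0.51). The 3 chromosome 14 probes also differed between strains outside the cross with and without an extra chromosome 5.

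**Figure D1:**
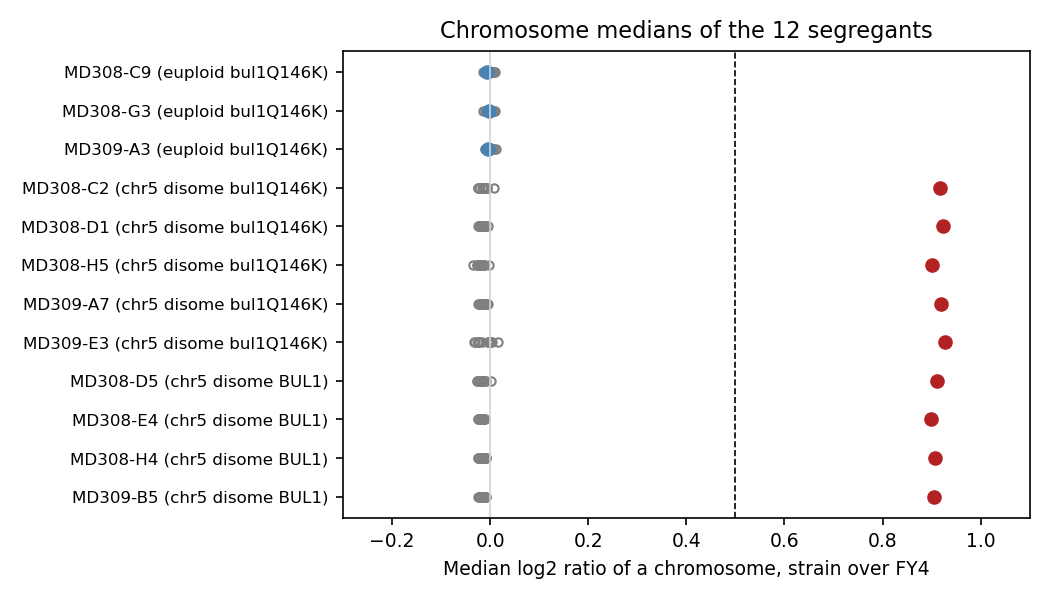
Median log2 ratio of each nuclear chromosome (horizontal axis, strain over FY4) in the 12 segregants. Filled points are chromosome 5, open points the other 15 chromosomes, and the dashed line is the threshold of 0.5 for a gain. Chromosome 5 lies at 0.90 or above in the 9 disomic segregants and near 0 in the 3 euploid segregants.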

The RLS for the nine disomic segregants fell into two distinct groups: Four segregants had lifespans indistinguishable from the original chr5 disome, and five segregants had wild‐type lifespans (Fig. 3A). Sanger sequencing of the five evolved point mutations in these nine segregants revealed that a Q146K missense mutation in *BUL1* segregated exactly with the rescued lifespan (Fig. 3A, complete genotype details in Table S4). 

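No array probe covers the Q146K site in BUL1, and the nearest probe (chromosome 13, 818171 to 818224) ends 25 bp from it, so the allele itself was not measured. The arrays show whether copy number also separates the 5 bul1Q146K from the 4 BUL1 disomic segregants. Chromosome 5 was at 0.917 ± 0.010 (SD, n = 5) with bul1Q146K and at 0.906 ± 0.0044 (SD, n = 4) with BUL1. Their difference of 0.012 could not be told from the spread between segregants (exact two-sided permutation test, p = 0.0635, smallest possible p = 0.0159). The sign of the difference was not the same on every slide (0.0099, -0.0031 and 0.017), and it reversed to -0.012 with normexp background correction and to -0.013 with loess normalization. Without bul1Q146K segregant MD308-H5 it was 0.016 (exact permutation p = 0.0286, the smallest that 4 strains against 4 allow). MD308-H5 is the only bul1Q146K segregant on its slide, so leaving it out ties the allele in part to the slide. With slide as a block and all segregants kept, the difference was 0.0080 (exact permutation p = 0.148).
In the 41585 probes compared between these groups, limma found 0 past an adjusted p of 0.05 and 18 at an unadjusted p under 0.05. These 18 are a far smaller share of the probes than the 0.05 that chance alone gives, so the real p-values ran high. In simulated data with the same number of arrays, 88% of probes changed by 0.5 on the log2 scale were found. That simulation changed 200 probes and drew noise independently for each probe and array. The 88% may therefore not hold for the real arrays. BUL1 itself (YMR275C, 9 probes) had a log2 ratio of -0.051 ± 0.058 (SD, n = 5) in bul1Q146K and -0.091 ± 0.053 (SD, n = 4) in BUL1 disomic segregants. Among the other sites of Table S3, 1 lies under a probe, the C-to-A change upstream of BNI5 (YNL166C; chromosome 14, 323555 to 323614). Relative to its 10 nearest probes, that probe was at -0.0046 ± 0.059 (SD, n = 6) in segregants with the change and 0.059 ± 0.12 (SD, n = 6) in those without (exact two-sided permutation test, p = 0.279). From the segregation of Q146K with lifespan, the paper went on to test this allele alone.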

Two additional point mutations were identified on chromosome 5: a nonsense mutation in the dubious ORF *YER046W‐A* and an L59F missense mutation in *OXA1*. Although our experimental design did not allow us to segregate the two chromosome 5 point mutations away from the disomic chromosome, disomic segregants with both wild‐type and shortened lifespans were heterozygous for the chromosome 5 mutations, suggesting that these mutations were not crucial to affecting lifespan.

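Neither chromosome 5 mutation of Table S3 lies under an array probe. The probe nearest to the OXA1 site (475110 to 475159) is 37 bp away and the probe nearest to the YER046W-A site (243676 to 243735) is 9 bp away, so the arrays give the dose of the region and not the allele. Over its 4 probes, OXA1 (YER154W) had a log2 ratio of 0.98 ± 0.17 (SD, n = 5) in bul1Q146K disomic segregants, 0.97 ± 0.11 (SD, n = 4) in BUL1 disomic segregants and 0.086 ± 0.12 (SD, n = 3) in euploid segregants. The means of the 2 disomic groups differed by less than the SD within either group. Table S4 of the paper lists a single base at the YER046W-A site for the BUL1 disomic segregant MD309-B5 and both bases for the other 8 disomic segregants. From the presence of both alleles in short-lived and long-lived disomic segregants, the paper proposes that the chromosome 5 mutations were not crucial to the change in lifespan.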

**Figure 3:**
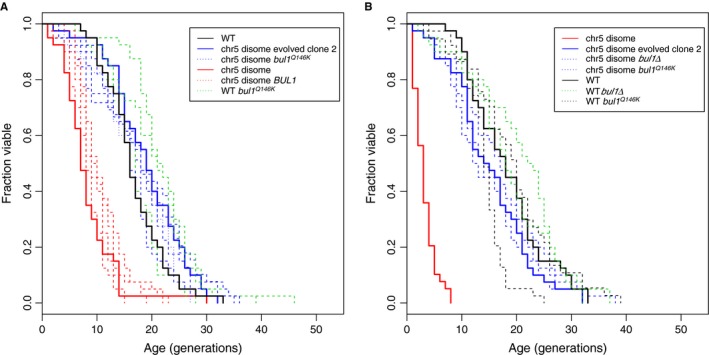
Mutations in *BUL1* rescue the lifespan defect in disomic yeast. (A) Segregants isolated from a backcross of chr5 disome evolved clone 2 have a normal lifespan if they carry the *bul1* ^Q146K^ mutation. Two of three euploid segregants carrying the *bul1* ^Q146K^ mutation show further lifespan extension beyond wild‐type. (B) A *bul1Δ* or *bul1* ^Q146K^ mutation is sufficient to rescue lifespan in the chr5 disomic background but does not further extend lifespan in a wild‐type background.

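The chr5 disome carrying the bul1Q146K allele (clone 2, MD323-C11) was hybridized against FY4 on 1 array. Its slide held no other array of the series. Of its probes 41748 were used, and the median Cy5 signal was 44.0 times the local background. Chromosome 5 had a median log2 ratio of 0.97, and the other nuclear chromosomes lay between -0.030 and 0.00082. BUL1 was at -0.15, which shows the gene to be present. The allele of BUL1 was not measured, and there was no replicate array.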

To test whether the *BUL1* variant alone was responsible for the lifespan extension, we introduced the *bul1* ^Q146K^ mutation into the original chr5 disome and observed a similar lifespan extension (Fig. 3B). As the Q146K mutation in Bul1 is just 11 residues upstream of the PPXY motif necessary for interaction with its E3 ubiquitin ligase partner, Rsp5 (Merhi & André, 2012), we created a *bul1Δ* in the chr5 disome and found that complete deletion of *BUL1* reproduces the lifespan extension (Fig. 3B). 

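The arrays of the bul1Δ strains were 2 clones each of chr5 disome bul1Δ (YGO1140, YGO1141) and w303 bul1Δ (YGO1138, YGO1139), and 1 clone each of the chr8 (YGO1142), chr9 (YGO1136) and chr11 (YGO1137) disomes with bul1Δ. The chr5 and chr8 disomes with bul1Δ shared 1 slide and the other 4 strains another. On the first of these slides the median Cy5 signal was 3.6 to 4.29 times the local background and non-uniform spots removed 5.71% to 10.3% of the probes, leaving 37466 to 39391. On the second, the signal was 19.7 to 28.0 times background and 41706 to 41745 probes were used. Probes with a value on all 4 arrays were compared between the chr5 disome bul1Δ and the w303 bul1Δ clones with limma. Slide and group coincide in this comparison, so the fit alone cannot tell them apart. Other strains on these slides bear on single results. Chromosome 5 was at -0.0064 in the chr8 disome bul1Δ on the first slide, from 1 array. The chromosome 4 run from 1155961 to 1161421 was at -3.55 and -3.60 in the w303 bul1Δ clones. It was at -0.24 and -0.34 in the chr9 and chr11 disomes of their slide, which argues against a slide effect there.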

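The chromosome 5 log2 ratio was 0.68 and 0.74 in the 2 clones of chr5 disome bul1Δ, above the threshold for a gain but below the values of the other chr5 disomes. It was -0.00048 and 0.0037 in the 2 clones of w303 bul1Δ. With a stricter threshold of 0.8, neither chr5 disome bul1Δ clone was called gained. BUL1 was at -1.65 ± 0.29 (SD, n = 2) in the chr5 disome bul1Δ clones and at -3.55 ± 0.017 (SD, n = 2) in the w303 bul1Δ clones. Of 36698 probes compared, 12379 differed, 6793 with a higher and 5586 with a lower log2 ratio in chr5 disome bul1Δ. Of the 1205 probes tested on chromosome 5, 1034 were higher and 3 lower, and the 3 lower probes lay in CAN1 (32105 to 32163, 32719 to 32778 and 32988 to 33045). The array has 1982 probes on chromosome 5 and 41775 in all, so the filter on non-uniform spots removed a larger share there. With these spots kept, 1680 probes differed on chromosome 5 and 11628 outside it. The chromosome 5 medians of these clones passed the same filter, which may have shifted them. Outside chromosome 5, 11342 probes differed. The counts on chromosome 5 and outside it both depended on single arrays. Both fell with either w303 bul1Δ clone left out and rose with either chr5 disome bul1Δ clone left out. Such a fit leaves 1 clone in a group. The 5 largest changes outside chromosome 5 were at the mitochondrial probes 29448 to 29507 (4.26) and 47671 to 47730 (4.10) and at the chromosome 4 probes 1156638 to 1156697 (4.22), 1157748 to 1157806 (4.13) and 1158912 to 1158970 (4.05). Each was higher in both chr5 disome bul1Δ clones (limma adjusted p between 0.000243 and 0.000320). From the lifespan of these strains, the paper reports that deleting BUL1 also extended lifespan in the chr5 disome.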

In a euploid background, *bul1* mutations had conflicting effects: The *bul1* ^Q146K^ variant extended lifespan beyond wild‐type in two of the three euploid segregants examined (Fig. 3A, Wilcoxon rank‐sum test *P* = 0.008 and 0.00006; Table S4 for genotype and RLS details). 

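The 3 euploid segregants with bul1Q146K had chromosome 5 log2 ratios of -0.0072 (MD308-C9), -0.0019 (MD308-G3) and -0.0038 (MD309-A3). Over all other nuclear chromosomes of these segregants the lowest value was -0.014 and the highest 0.012, so no whole-chromosome change separated the 2 long-lived segregants from the other one. BUL1 was present at -0.11 ± 0.040 (SD, n = 3). With 3 strains, a difference between them cannot be tested.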

Generally, however, the lifespan‐extension effects of *bul1Δ* appear to be specific to the chr5 disome background. 

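The w303 control carrying bul1Q146K was hybridized as 2 clones (MD322-A5 and MD322-C8) on 1 slide, with 41701 and 41678 probes used and a Cy5 signal of 30.3 and 45.5 times the local background. No chromosome was called gained or lost in w303 bul1Q146K or in w303 bul1Δ. The nuclear chromosomes of w303 bul1Q146K spread from -0.18 (chromosome 1) to 0.070 (chromosome 4), wider than the unchanged chromosomes on any other slide, and those of w303 bul1Δ from -0.016 to 0.025. The extra chromosome had a log2 ratio of 0.71 in chr8 disome bul1Δ, 0.92 in chr9 disome bul1Δ and 0.90 in chr11 disome bul1Δ, each from 1 array. In these 3 disomes no other chromosome was called. At a stricter threshold of 0.8 the chr8 disome bul1Δ was not called gained, and it shared the dim slide of the chr5 disome bul1Δ clones.

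**Figure D2:**
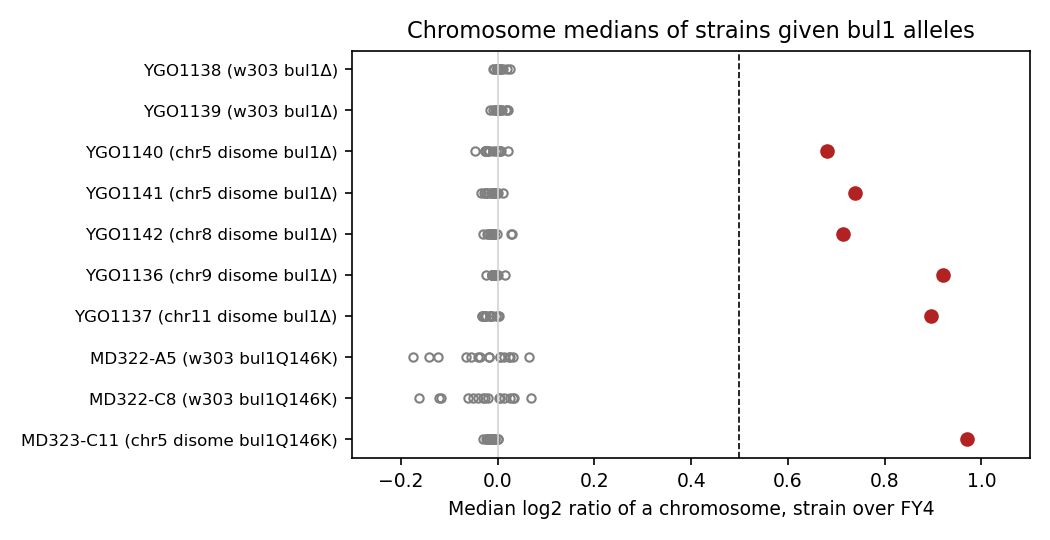
Median log2 ratio of each nuclear chromosome (horizontal axis, strain over FY4) in the 10 strains given a bul1 allele. Filled points are the chromosome named as disomic, open points the other nuclear chromosomes, and the dashed line is the threshold of 0.5 for a gain. The 3 strains of the dim slide sit between 0.68 and 0.74, and the other disomes at 0.90 or above.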

Neither the *bul1Δ* nor *bul1* ^Q146K^ allele significantly extended lifespan when reintroduced into the original wild‐type control (Fig. 3B), nor does *bul1Δ* extend lifespan in yeast disomic for other chromosomes (Fig. S3).

Previous characterization of the disome strains used in this study showed that these strains suffer from proteotoxic stress due to the uncompensated expression of proteins from the disomic chromosome (Torres *et al*., 2007, 2010; Oromendia *et al*., 2012; Dephoure *et al*., 2014). Specifically, the disome strains share an RNA expression profile similar to the environmental stress response and have an increased sensitivity to proteasome‐inhibiting drugs (Torres *et al*., 2007). Furthermore, deletion of the deubiquitinating enzyme Ubp6 increases proteasome degradation (Oromendia *et al*., 2012), rescues the fitness deficits of four disome strains (Torres *et al*., 2010), and ameliorates disome‐associated protein overexpression (Dephoure *et al*., 2014). Disome strains also have an increased level of protein aggregates (Oromendia *et al*., 2012). Together, these findings suggest that protein overexpression from the disomic chromosome increases flux through the UPS and results in a cellular stress response. While the degradation of damaged, misfolded, or misexpressed proteins by the UPS is the main pathway by which homeostasis of cytosolic proteins is maintained, integral membrane proteins do not typically have access to the UPS. Instead, damaged membrane proteins are targeted for endocytosis and pass through the multivesicular body (MVB) and to the lysosome (in yeast, the vacuole), where they are eventually degraded (Piper & Luzio, 2007; Zhao *et al*., 2013). Bul1 plays an important role in this plasma membrane quality control system by facilitating the Rsp5*‐*dependent polyubiquitination of multiple protein targets which directs their sorting to the vacuole for degradation (Yashiroda *et al*., 1996; De Craene *et al*., 2001; Helliwell *et al*., 2001; Crespo *et al*., 2004; Merhi & André, 2012; O'Donnell, 2012; Zhao *et al*., 2013). Disruption of this membrane protein quality control pathway has been previously linked to accelerated aging (Fabrizio *et al*., 2010), while the Rsp5/Bul1 node, in particular, has been shown to ameliorate the effects of protein aggregation in a model of neurodegenerative diseases (Tardiff *et al*., 2013).

The vacuolar hydrolase, carboxypeptidase S (Cps1), is a transmembrane protein that requires Rsp5 for ubiquitination of its cytosolic domain and subsequent transport to the MVB lumen (Katzmann *et al*., 2004). Separate from its activity as an Rsp5 client, trafficking of Cps1 from the cell membrane to the vacuole has been well characterized and Cps1 is frequently used as a model cargo to study protein trafficking through MVBs (Odorizzi *et al*., 1998). Using a quantitative, luciferase‐based assay to search for defects in MVB formation and sorting (Nickerson *et al*., 2012; Nickerson & Merz, 2015), we observed that the original chr5 disome has a Cps1 trafficking defect that is ameliorated by the deletion of *BUL1* or the *bul1* ^Q146K^ allele (Fig. 4). We hypothesize that in cells disomic for chromosome 5, *BUL1* loss of function restores protein homeostasis by rescuing the membrane protein trafficking defect and allowing abnormally expressed proteins to be targeted to the vacuole for degradation.

**Figure 4:**
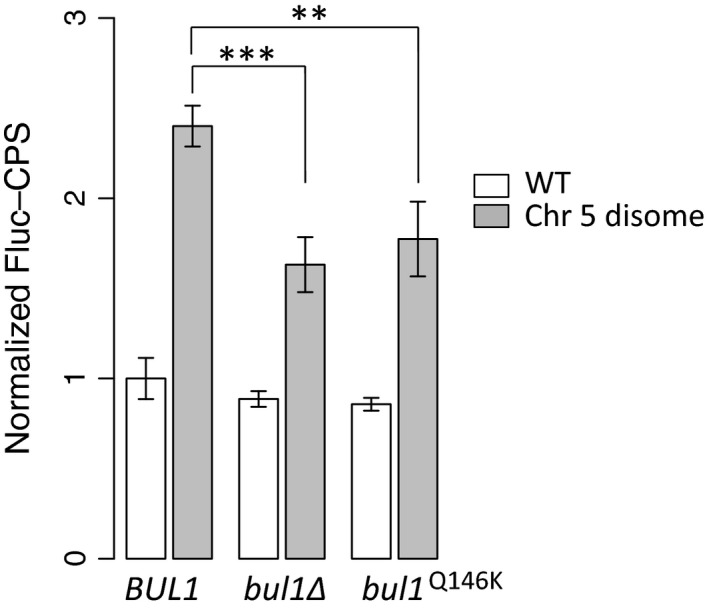
A mutation in *BUL1* rescues the trafficking defect in disomic yeast. Deletion of *BUL1* or the *bul1* ^Q146K^ allele rescues the disrupted MVB sorting present in yeast with a chr5 disome. A higher normalized Fluc‐CPS value indicates that cargo is not targeted efficiently to the MVB lumen. See Nickerson *et al*. (2012) for details (unpaired, two‐tailed *t*‐test, **P =* *0.002, ***P =* *0.0002). Bars represent means ± SD of 4 biological replicates each.

## Discussion

Despite their temporal association, it has been unclear whether there is a causal relationship between aneuploidy and aging. Our results establish a connection between aneuploidy and aging. This connection cannot simply be explained by cellular fitness deficits associated with abnormal karyotypes as disomic yeast selected for normal growth rates generally retained shortened lifespans. The dose response between the burden of extra chromosomal DNA and lifespan deficit, although of only moderate strength, further supports the connection between aneuploidy and aging. Finally, the absence of abnormal aging phenotypes in yeast with a significant burden of exogenous DNA (i.e., YACs) implicates the expression of additional yeast proteins from native yeast chromosomes as a possible mechanism of the reduced lifespan in disomes. The data presented here add further support to the hypothesis that aneuploidy may not simply be a byproduct of an aging mitotic machinery but may also contribute to age‐associated phenotypes.

One possible explanation for the correlation between disome size and the aging deficit reported in this study is disrupted proteostasis. Strains disomic for larger chromosomes have been shown to overexpress a correspondingly greater number of proteins (Dephoure *et al*., 2014), which would therefore be expected to cause greater disruption to proteostasis. Disrupted protein homeostasis is thought to be a general process that contributes to aging in yeast and metazoans (Morimoto, 2008). In addition to their lifespan deficit, the disrupted protein trafficking phenotype observed in the chr5 disome strain is consistent with disrupted proteostasis. Furthermore, the rescue of both the aging deficit and the protein trafficking defect by a mutation in the ubiquitin ligase adaptor protein Bul1 implicates disrupted membrane proteostasis as a possible cause of the chromosome 5 disome's shortened lifespan. We have shown that the lifespan extension of *bul1Δ* is restricted to a chr5 disomic background. One possible explanation for this specific relationship is that Bul1's E3 ubiquitin ligase partner, Rsp5, is located on chromosome 5. It is possible that *bul1Δ* restores the balance of Rsp5‐mediated degradation by shifting its ubiquitination away from Bul1‐mediated proteins toward clients targeted by other arrestins, although this hypothesis remains to be tested explicitly. 

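RSP5 (YER125W) is covered by 8 array probes on chromosome 5, from 410627 to 412560. Over these probes the log2 ratio to FY4 was 0.97 ± 0.091 (SD, n = 14) in all strains disomic for chromosome 5, whichever BUL1 allele they carry. In the strains with 1 chromosome 5 it was 0.18 ± 0.14 (SD, n = 10). Among the segregants alone, RSP5 was at 0.94 ± 0.079 (SD, n = 9) in disomic and 0.055 ± 0.045 (SD, n = 3) in euploid ones. The 7 other strains with 1 chromosome 5, on other slides, were at 0.23 ± 0.13 (SD, n = 7). The pooled level without an extra copy thus mixes slides and strains. The arrays measure DNA and give no RSP5 transcript or protein level.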

Interestingly, Rsp5 has previously been implicated in cellular tolerance of aneuploidy: A mutation in Rsp5 was identified in chr11 disome evolved clone 2 (Torres *et al*., 2010). As with all the evolved clones, this clone has a normal doubling time although the *RSP5* mutation was one of several mutations identified and its independent fitness effects remain unknown. However, *BUL1* deletion did not rescue the aging deficit found in the chr11 disome. Perturbations in the Rsp5/Bul1 protein degradation pathway have also been implicated in the tolerance to α‐synuclein, the protein that forms Lewy bodies in Parkinson's and other neurodegenerative diseases (Tardiff *et al*., 2013), suggesting perhaps that the Bul1 mutation could promote protein homeostasis via amelioration of the protein aggregate formation common to disome strains (Oromendia *et al*., 2012). A particular stoichiometry between Bul1 and Rsp5 may therefore be optimal for counteracting the disrupted protein homeostasis in aneuploid cells.

An alternative explanation for the correlation between disome size and the aging deficit is the copy number change of particular genes that affect aging in disomes. If we assume that genes with a dose‐dependent effect on aging are distributed randomly throughout the genome, then larger disomic chromosomes will be more likely to contain such genes and therefore more likely to cause severe aging deficits. In the specific case of chromosome 5 disomy, increased expression of particular chromosome 5 genes that disrupt nutrient signaling pathways could produce the observed aging deficit. Caloric restriction and decreased signaling through the TOR pathway is a conserved process that promotes longevity in yeast and metazoans (Kaeberlein, 2013). 

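GLN3 (YER040W) is covered by 6 array probes on chromosome 5, from 229836 to 231800. The log2 ratio over these probes was 1.08 ± 0.13 (SD, n = 14) in the strains disomic for chromosome 5 and 0.26 ± 0.11 (SD, n = 10) in the strains with 1 chromosome 5. The level in the second group, which carries no extra copy, shows that these probes read above 0 in w303 DNA relative to FY4.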

Gln3 is a transcription factor that regulates nitrogen metabolism, is directly regulated by both TOR and Bul1, and is located on chromosome 5. During growth on a nonpreferred nitrogen source, Bul1 and its functionally similar binding partner Bul2 are required for nuclear translocation of Gln3 (Crespo *et al*., 2004). Emphasizing the complexity of nutrient signaling, however, the inhibition of TOR by rapamycin treatment activates Gln3 via a mechanism that is not dependent on Bul1/Bul2 (Crespo *et al*., 2004). Bul1/Bul2 have additional roles in nutrient signaling upstream of Gln3 nuclear translocation. In response to poor nutrient conditions, such as growth on a nonpreferred nitrogen source, Bul1 and Bul2 are phosphorylated and inactivated. This allows the general amino acid transporter Gap1 to remain at the plasma membrane and scavenge for additional sources of nitrogen (Merhi & André, 2012; O'Donnell, 2012). Under nutrient‐replete conditions, signaling through TOR results in Bul1/Bul2 derepression, association with Rsp5, and resulting ubiquitination and endocytosis of Gap1 (Merhi & André, 2012; O'Donnell, 2012). Finally, additional support connecting Bul1/Bul2 function to aging via effects on nutrient signaling comes from a study where a natural variant of *BUL2* prolonged chronological aging in yeast via Gln3‐dependent effects on telomere length (Kwan *et al*., 2011). Clearly, Bul1/Bul2's role in mediating and responding to nutrient signaling is quite complex and its intricacies will likely require many future experiments to fully elucidate. However, two of Bul1/Bul2's partners in appropriate nutrient signaling are located on chromosome 5: *GLN3* and *RSP5*. Perhaps the particular stoichiometry of Bul1 to Gln3 or Rsp5 is restored by *bul1Δ* in the chr5 disome background resulting in lifespan extension. In contrast to the hypothesis outlined above linking the aging deficits in disomes to disrupted proteostasis, this hypothesis proposes that karyotype‐specific genes and pathways produce the aging deficits observed in each disome strain. In reality, the mechanism by which disomy affects cellular aging is likely a combination of karyotype‐specific effects as well as general changes in cellular physiology that represent shared characteristics of all disomes.

Although precise determination of the mechanism by which *bul1Δ* rescues lifespan in chr5 disome strains is beyond the scope of this paper, the results presented here provide a foundation for additional future experiments. First, although we have shown that *bul1Δ* in the background of chr5 disomy reproduces the lifespan rescue associated with the *bul1* ^Q146K^ mutation, confirmation of this genotype–phenotype connection could be even further strengthened by reintroducing *BUL1* in a chr5 disome *bul1Δ* background strain and assessing for recurrence of a shortened lifespan. Although theoretically simple, episomal plasmids are difficult to maintain in lifespan experiments and genomic integration into disome strains, which have increased mutation rates (Sheltzer *et al*., 2011), could result in additional suppressor mutations, making such an experimental approach fraught. Second, although previous studies have suggested that Bul1 and Bul2 are functionally redundant, we found that *bul1Δ* alone was sufficient to rescue lifespan in chr5 disomes. Future experiments will be important to determine the functional overlap between Bul1 and Bul2 and particularly in the area of longevity. Third, we have shown that the chr5 disome has a disrupted membrane trafficking phenotype that was rescued by *bul1Δ*. Future experiments will be needed to determine whether a similar membrane trafficking defect is a general phenotype of aneuploidy and if so, to discover both karyotype‐specific and general suppressors of this phenotype.

While this study shows that shortened lifespan is a common outcome of aneuploidy, it seems most likely that the specific mutations that suppress this phenotype depend on a cell's unique karyotype. Consistent with this hypothesis, the presence of *GLN3* and *RSP5* on chromosome 5 could explain the specific effects of *bul1Δ* on RLS in the chr5 disome background regardless of whether *bul1Δ* acts to rescue lifespan in chr5 disomes via restoration of protein homeostasis or through alterations in nutrient signaling. Cataloguing the finite list of mutations that act generally and karyotype specifically to suppress the cellular effects of aging will be an important step toward characterizing the mechanistic pathways by which aneuploidy perturbs cellular physiology. Such an effort will help define cellular targets and therapeutic approaches to age‐associated diseases including neurodegenerative diseases.

## Experimental procedures

### Media, strains, and primers

Disomes were grown on C‐his+G418 media to select for the disomic chromosome. Geneticin at a concentration of 200 mg L^−1^ was used to select for G418 resistance. YAC‐containing strains were grown on C‐ura‐trp media to select for the YAC. YPD, and sporulation media were prepared according to standard recipes as previously described. The original disome, evolved disome, and YAC‐containing strains used in this study were created and described previously (Torres *et al*., 2007, 2010) and are isogenic and of w303 background. The segregants derived from the backcross of chr5 disome evolved clone 2 were newly generated for this study. The genotypes for all strains and their strain identifiers are described in Table S1. 

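The marker loci listed in Table S1 were compared between strains by their log2 ratio over probes inside each gene. CAN1 (YEL063C; 6 probes, chromosome 5, 31725 to 33366) and the probe at the KanMX6 insertion (187507 to 187565) mark the 2 insertions on chromosome 5 of the disomes. In the 3 euploid segregants CAN1 was at -3.93 ± 0.27 (SD, n = 3) and the KanMX site at -3.47 ± 0.051 (SD, n = 3). In 8 of the 9 disomic segregants CAN1 lay between -0.047 and 0.13 and the KanMX site between -0.17 and 0.28. In the other disomic segregant, MD309-B5, they were at -4.00 and -3.01, while the probes between them were at 0.88.
ADE1 (YAR015W, 3 probes) and LYS2 (YBR115C, 16 probes), listed as replaced in the w303 control, had log2 ratios of -4.02 ± 0.59 (SD, n = 4) and -3.39 ± 0.045 (SD, n = 4) in the 4 strains made from it. In the other 20 strains, ADE1 lay between -0.11 and 0.33 and LYS2 between -0.085 and 0.24.

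**Figure D3:**
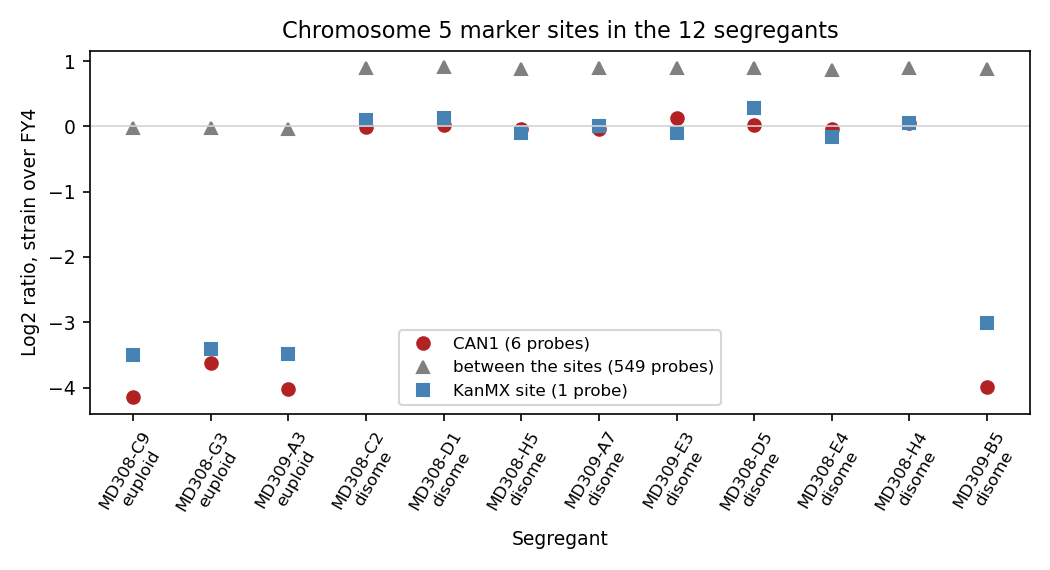
Log2 ratio (vertical axis, strain over FY4) of CAN1, of the KanMX site and of the 549 probes between them in the 12 segregants. The probes between the sites follow the dose of chromosome 5, while both sites lie below -3 in the 3 euploid segregants and in MD309-B5.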

The following primers were used to genotype the five point mutations identified in chr5 disome evolved clone 2 *BUL1*: F 5′‐TCGATGGGTGTGGACATTTT, R 5′‐ACCGTCGTTACACTCTCCAA; *BNR1*: F 5′‐, R 5′‐; *OXA1*: F 5′‐ CAAAACACTCTCAGCAGGCC, R 5′‐AGAGGGGAAACATCAGGCAT; *YER046W*: F 5′‐GAGTACTGAACGCACTGCAG, R 5′‐CTTTAGCGAAGGATGCTGCC; *YNL166C*: F 5′‐TGCGGTTTTGTGCTCTTCAA, R 5′‐ATACGGAGGATGTTGGCGAT.

*BUL1* deletion strains were created with standard methods as follows. For strains YMD2932, YMD2933, YMD2935, YMD2936, YMD2937, YMD2939, and YMD2942, the *bul1Δ::NatMX4* cassette was created by using primers BUL1:F and BUL1:R to amplify pRS40N plasmid DNA (Chee & Haase, 2012). This PCR product was then purified using Zymo columns and 2μg of the purified PCR product was used to chemically transform the following strains: w303 control, chr5 disome, chr8 disome, chr9 disome, and chr11 disome. 

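BUL1 (YMR275C) is covered by 9 array probes inside the open reading frame, on chromosome 13 from 815843 to 818224. Their median log2 ratio was -2.68 ± 0.97 (SD, n = 7) in the 7 bul1Δ strains and -0.096 ± 0.074 (SD, n = 17) in the 17 strains without the deletion. The difference of -2.59 was larger than the spread between strains (exact two-sided permutation test, p = 5.78e-06, the smallest that 7 strains against 17 allow). It was smallest with normexp background correction, at -1.30. By slide, BUL1 was at -3.45 ± 0.18 (SD, n = 4) in the w303, chr9 disome and chr11 disome strains and at -1.66 ± 0.21 (SD, n = 3) in the chr5 and chr8 disome strains. A run of 11 probes was low in all 7 strains, each probe at -0.80 or below in each strain, from the probe at 815642 to 815701 to the probe at 818560 to 818615. The flanking probes at 815250 to 815308 and 818826 to 818884, each measured in 6 of the strains, were kept, with lowest values of 0.20 and 0.11.

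**Figure D4:**
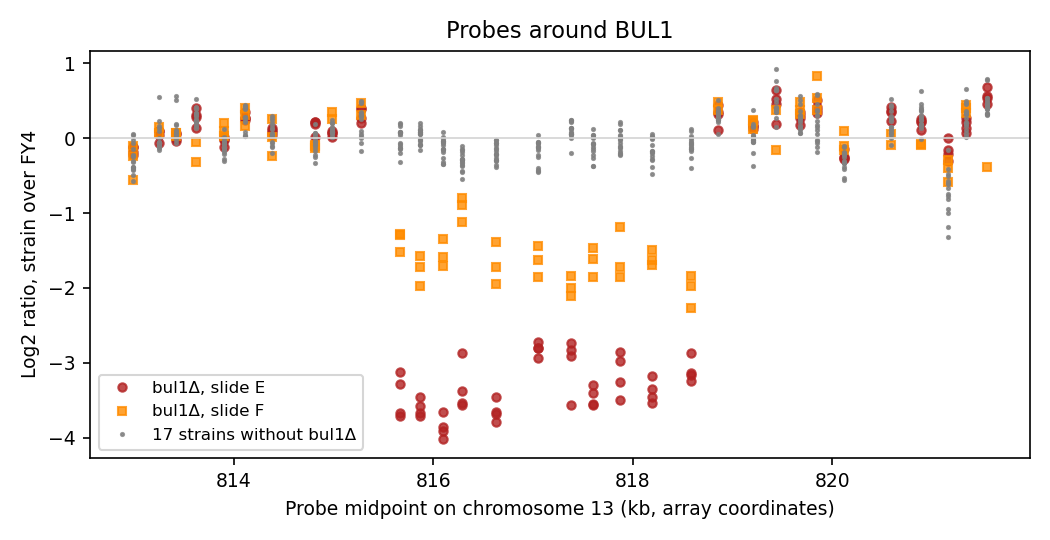
Log2 ratio (vertical axis, strain over FY4) of single probes around BUL1 against their position on chromosome 13 (horizontal axis). Circles are the 4 bul1Δ strains of one slide, squares the 3 of the other, and small points the 17 strains without the deletion. The 11 lost probes lie below the flanking probes in every bul1Δ strain.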

Successful mutants were screened using primers PGO142 (5′‐ACTGGCGGTTTGTGGTTTGG) and PGO143 (5′‐GTGAAGTTGCATATAGCGGTAGCA) and karyotyped by aCGH. Microarray data are deposited in the Gene Expression Omnibus repository (http://www.ncbi.nlm.nih.gov/geo/) under accession GSE75623 and in the Princeton Microarray Database (http://puma.princeton.edu).

For strains YMD2934, YMD2938, YMD2940, YMD2941, YMD2943, YMD2944, YMD2945, the *bul1Δ::NatMX4* cassette was created by using primers BUL1:F and BUL1:R to amplify pRS40N plasmid DNA (Chee & Haase, 2012). This PCR product was then purified using Zymo columns and 2μg of the purified PCR product was used to chemically transform the w303 *MAT*a control (YMD671). Successful mutants were screened using primers PGO142 (5′‐ACTGGCGGTTTGTGGTTTGG) and PGO143 (5′‐GTGAAGTTGCATATAGCGGTAGCA) and backcrossed to w303 *MAT*α (YMD2566), sporulated, and selected for *MAT*α *bul1Δ::NatMX4* and histidine auxotrophy. This strain was then backcrossed to the appropriate disome strains and sporulated, and *MAT*a segregants were selected for growth on ClonNAT and C‐his plates. In the case of YMD2941, no *MAT*a segregants were identified so a *MAT*α strain was selected instead. Karyotypes were confirmed by aCGH. Microarray data are deposited in the Gene Expression Omnibus repository (http://www.ncbi.nlm.nih.gov/geo/) under accession GSE75623 and in the Princeton Microarray Database (http://puma.princeton.edu).

### Replicative lifespan experiments

Replicative lifespan assays were carried out as described previously (Steffen *et al*., 2009). All lifespan experiments were carried out on YPD with 2% agar. Disome and YAC‐containing strains requiring selective growth conditions were propagated on selective plates up until beginning the RLS. To start each lifespan, a small amount of cells was patched from the selective plates onto YPD and individual cells were arrayed. From these individual cells, virgin daughters were then picked to use for the RLS. Early control experiments showed that carrying out the RLS under nonselective conditions did not lead to a significant loss of the disomic chromosome (data not shown).

### Illumina sequencing analysis

DNA samples from chr5 disome and chr5 disome evolved clone 2 were sequenced on an Illumina MiSeq generating 4832685 or 2691304 150 bp reads leading to a mapping coverage of 94X and 52X, respectively. Sequencing data are deposited at BioProject ID PRJNA255436 with BioSample IDs SAMN02919171 and SAMN02919184. Reads were aligned with BWA (Li & Durbin, 2009), and single nucleotide variants (SNVs) were called using the samtools (Li *et al*., 2009) mpileup command after applying standard filters. Specifically, nonuniquely mapping reads, reads in which the pair did not map, reads with a mapping quality <30, and PCR/optical duplicate reads were filtered out; the samtools C‐50 filter was applied as recommended for reads mapped with BWA and the vcfutils.pl varFilter ‐D filter was applied with D set to 2X the average mapping coverage. SNVs unique to the evolved clones were identified with a custom Python script, annotated with a second Python script (http://depts.washington.edu/sfields/software/annotate/) (Pashkova *et al*., 2013) and further prioritized by manual examination with the Integrative Genome Viewer (IGV) (Robinson *et al*., 2011).

### LUCID cargo trafficking assay

Endosomal luminal cargo transport was measured using a chimeric luciferase reporter and a dual luciferase assay (Promega) essentially as described (Nickerson *et al*., 2012). Cells were grown to late log phase in selective media to ensure the retention of reporter plasmid pDN278 (Nickerson & Merz, 2015), which encodes a chimeric luminal cargo, *FLuc‐CPS1*, under the native *CPS1* promoter, and a soluble loading control, *Renilla*Luc, under the constitutive *PGK1* promoter in a pDN616 backbone (Nickerson *et al*., 2012). Measured sequentially in the same yeast cell lysate, signal from FLuc‐tagged cargo is normalized vs. signal from RLuc.

## Funding

This work was supported by NIH Grants R01 GM094306 to MJD, R01AG039390 to MK, and the University of Washington Nathan Shock Center of Excellence in the Basic Biology of Aging (NIH P30AG013280). BMW was supported by NIH Training Grant T32ES007032. AJM and DPN were funded by NIH grant GM077349. ABS was supported by F30 CA165440 and NIH Training Grant T32 AG000057 and is an ARCS Scholar alumnus. MJD is a Rita Allen Foundation Scholar and a Senior Fellow in the Genetic Networks program at the Canadian Institute for Advanced Research.

## Conflict of interest

None declared.

## Author contributions

ABS, DPN, AJM, MJD, and MK designed the experiments and analyzed the results. DC, DJM, BMW, and AS performed the replicative lifespan experiments. GTO constructed the *bul1Δ* strains. DPN carried out the trafficking experiments. ABS performed the statistical analyses and wrote the manuscript with input from MJD, MK, and AJM.

## Supporting information

**Fig. S1** Individual Kaplan–Meir curves for each strain compared to wild‐type control (w303). *P*‐values were determined by a Wilcoxon Rank‐Sum test. Click here for additional data file.

**Fig. S2** The estimated size of chromosome 12 affects the correlation between disome size and mean RLS. The median, minimum, and maximum size of chromosome 12 as observed by (James *et al*., 2009) are plotted in S3A, S3B, and S3C respectively. A duplicate of the disome data presented in Fig. 1C is reproduced in S3D for comparison: in this case chr12 disome strain was removed from the comparison. Click here for additional data file.

**Fig. S3** The lifespan extension seen in chr5 disomes with *bul1Δ* is not generalizable to other disomic backgrounds. Each bar represents the mean replicative lifespan ± 95% CI. All lifespans were performed on MATa clones except for chr 10 disome bul1Δ which is MATα; there is typically no difference in lifespan between MATa and MATα clones (Kaeberlein *et al*., 2005), Dark grey = WT control, light grey = disome, mint green = disome, bul1Δ. Click here for additional data file.

**Table S1** Strains used in this study.
**Table S2** Change in DNA and gene content of evolved disomes relative to the original disomes.
**Table S3** Mutations discovered by WGS of chr5 disome evolved clone 2.
**Table S4** Complete genotypes of chromosome 5 disome evolved clone 2 segregants.
**Table S5** Replicative lifespan data summary.
**Table S6** Replicative lifespan raw data. Click here for additional data file.

# Supplementary material for: Aneuploidy shortens replicative lifespan in Saccharomyces cerevisiae
**Source:** Aging Cell. 2016 Jan 13;15(2):317–24. doi: 10.1111/acel.12443

**chr1 disome,  $p = 0.1834$** 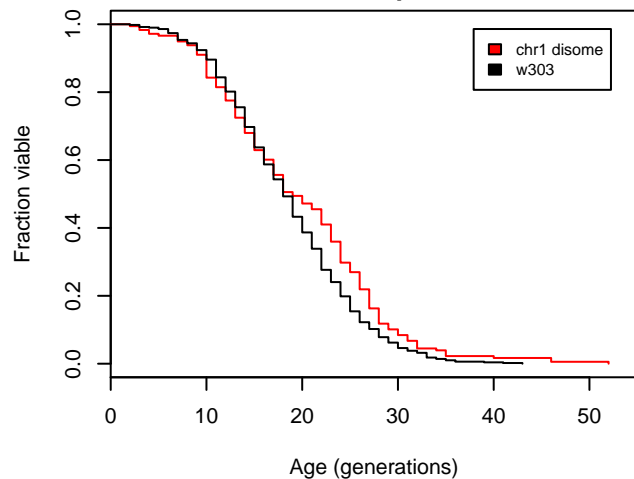**chr2 disome,  $p = 0.6504$** 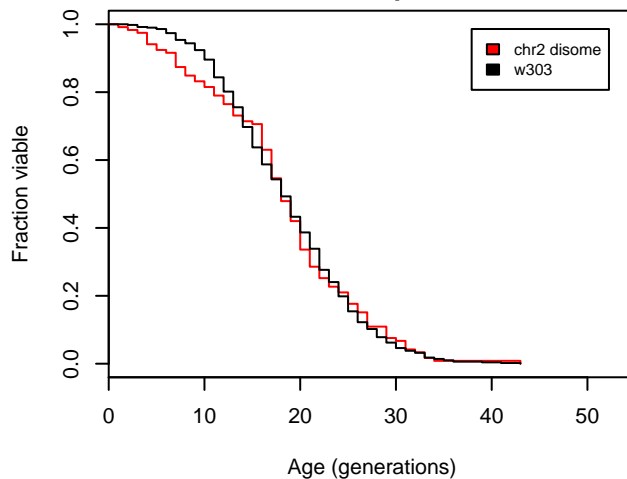**chr 2 disome bul1D clone 1,  $p = 0.193$** 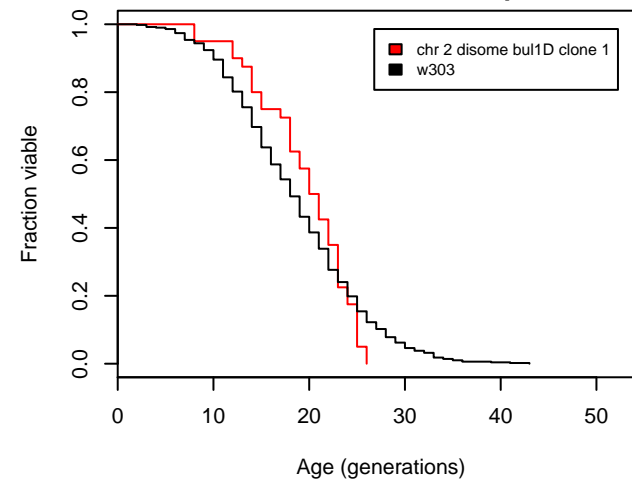**chr4 disome,  $p = 1.13\text{e-}80$** 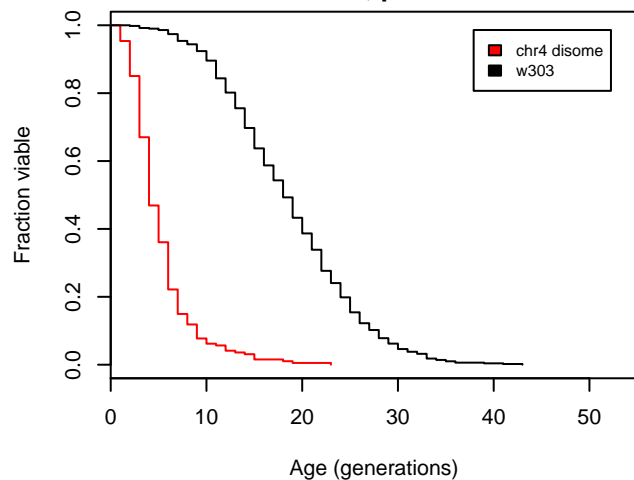**chr4 disome evolved clone 1,  $p = 3.403\text{e-}24$** 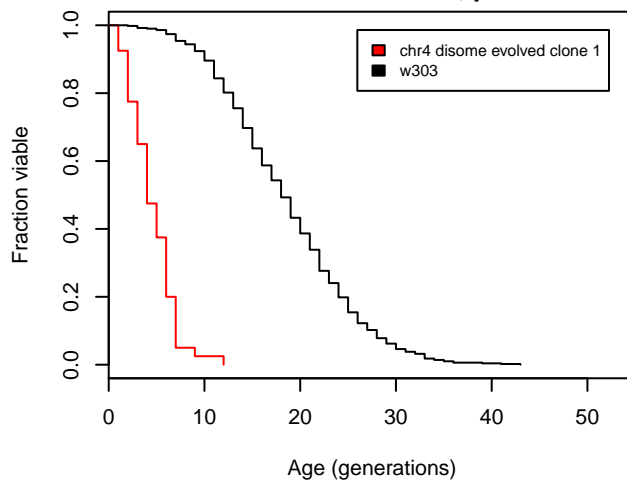**chr4 disome evolved clone 2,  $p = 0.7366$** 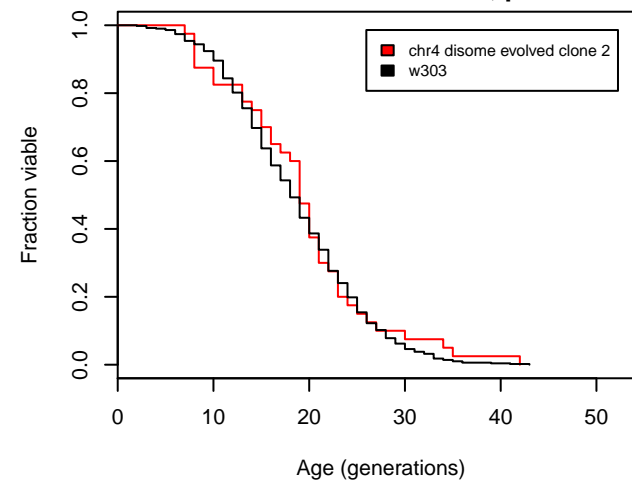**chr5 disome,  $p = 3.134\text{e-}62$** 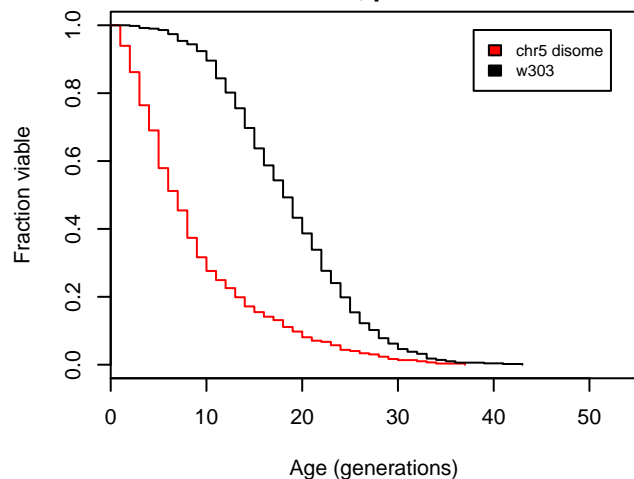**chr5 disome evolved clone 1,  $p = 4.788\text{e-}15$** 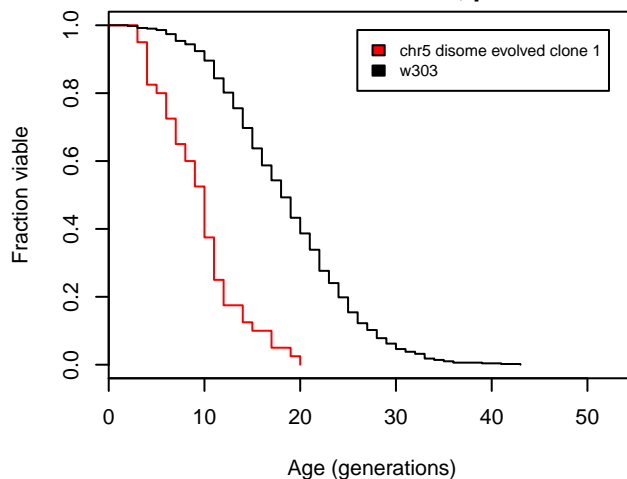**chr5 disome evolved clone 2,  $p = 0.02788$** 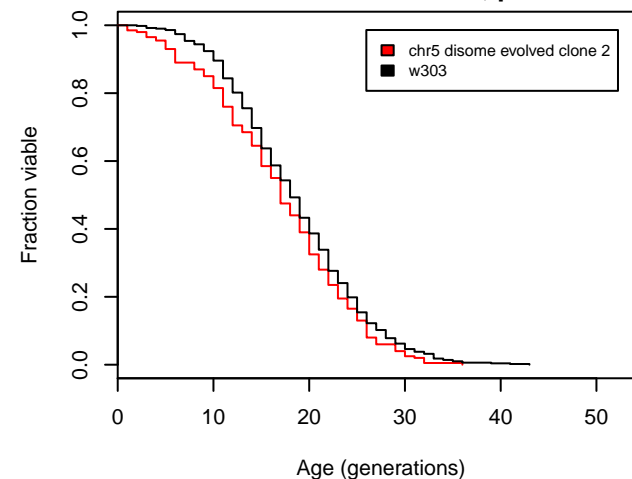

**chr5 disome BUL1(MD308-D5),  $p = 1.413\text{e-}18$**

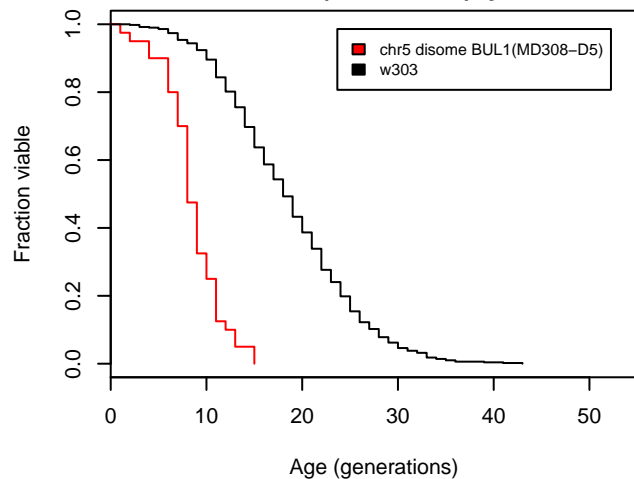

**chr5 disome BUL1 (MD308-E4),  $p = 1.535\text{e-}14$**

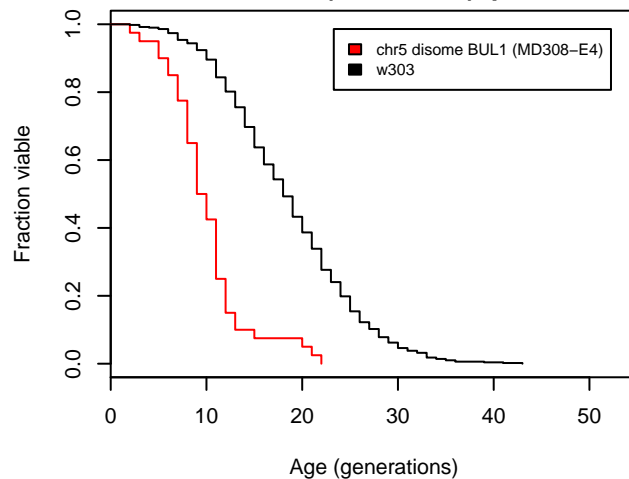

**chr5 disome BUL1 (MD308-H4),  $p = 5.445\text{e-}14$**

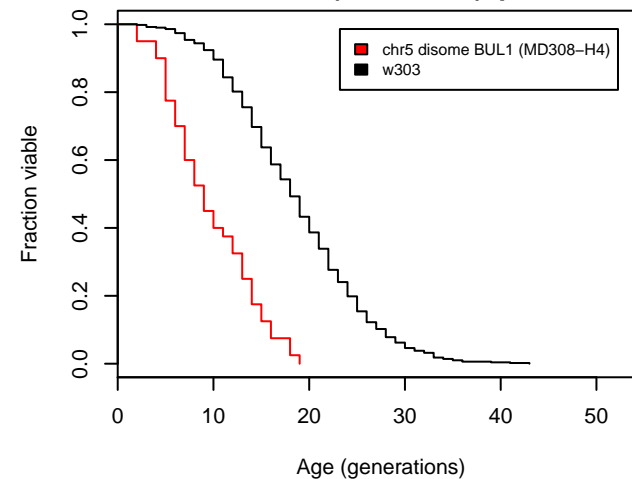

**chr5 disome BUL1 (MD309-B5),  $p = 1.481\text{e-}13$**

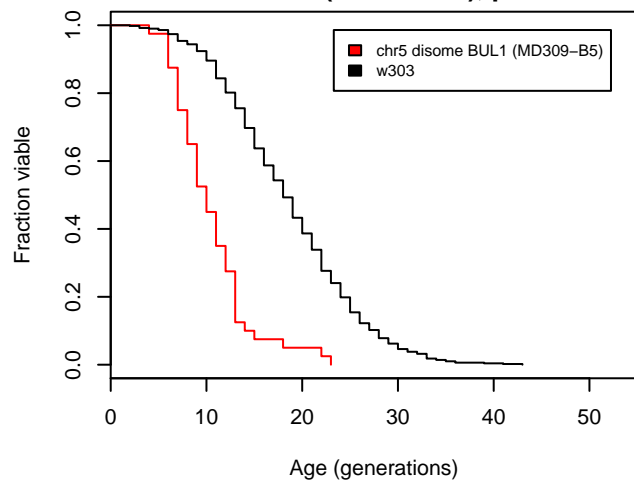

**chr5 disome bul1Q146K (MD308-C2),  $p = 0.5733$**

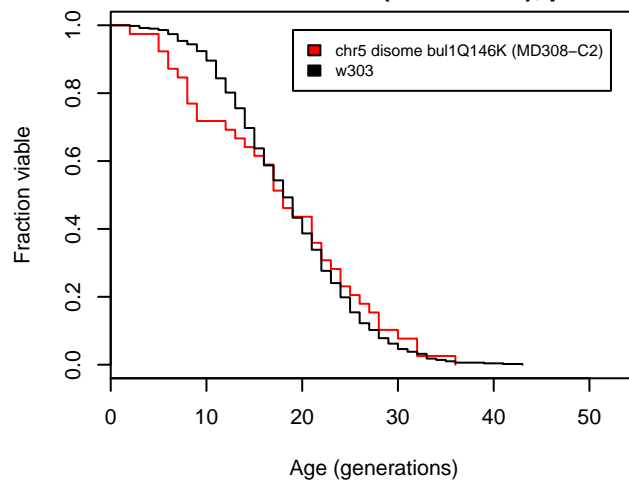

**chr5 disome bul1Q146K (MD308-D1),  $p = 0.9761$**

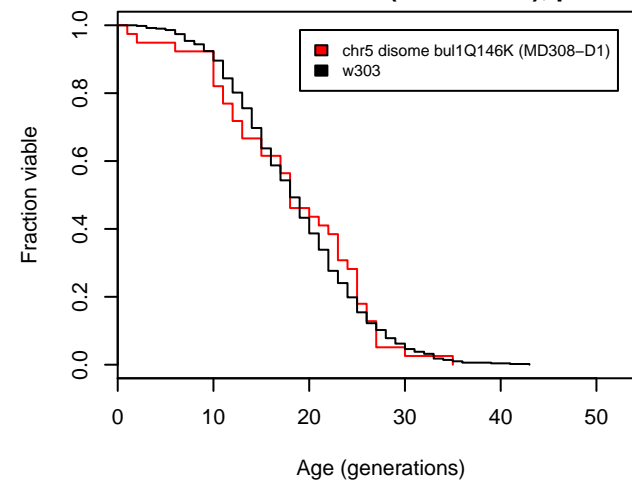

**chr5 disome bul1Q146K (MD308-H5),  $p = 0.4947$**

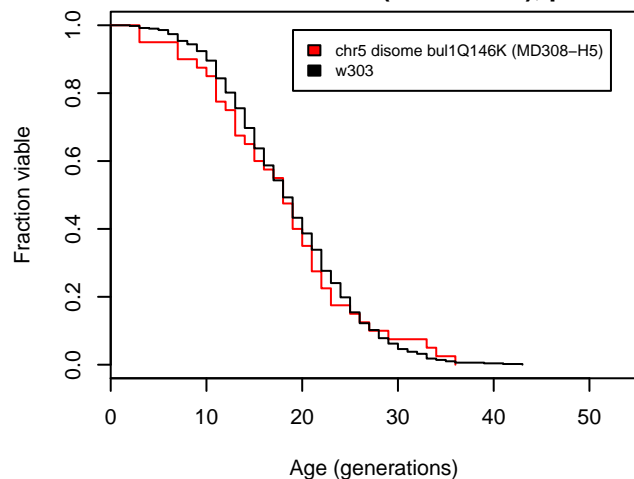

**chr5 disome bul1Q146K (MD309-A7),  $p = 0.02525$**

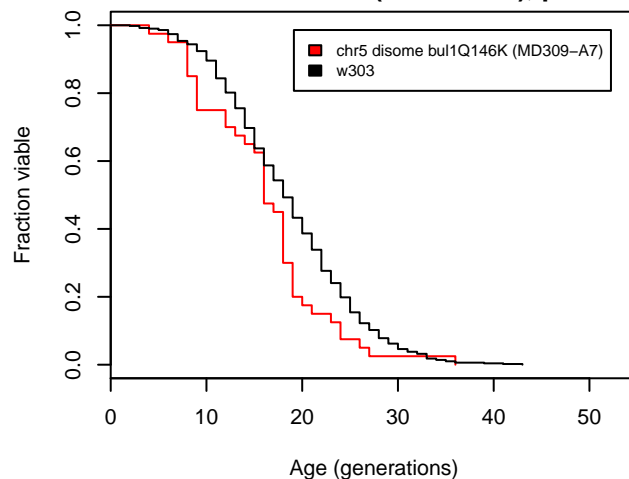

**chr5 disome bul1Q146K (MD309-E3),  $p = 0.2709$**

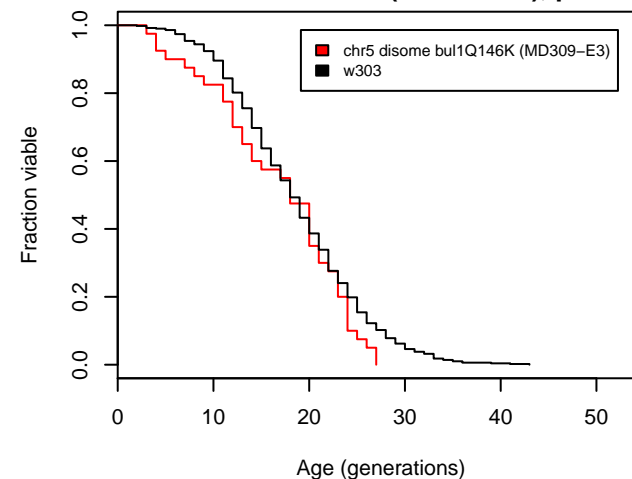

**euploid bul1Q146K (MD308–C9),  $p = 0.08638$**

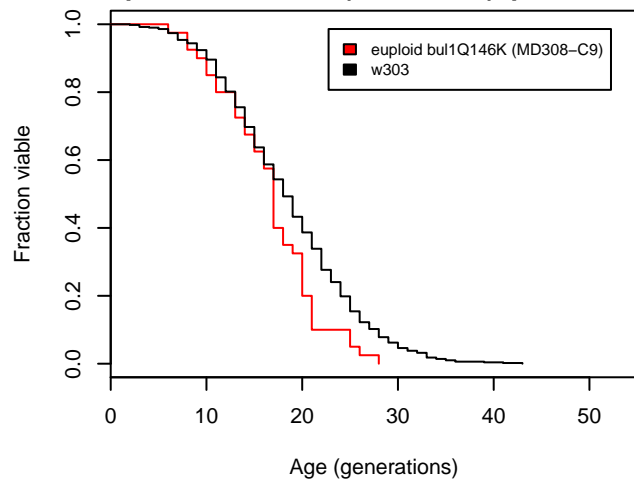

**euploid bul1Q146K (MD308–G3),  $p = 0.07617$**

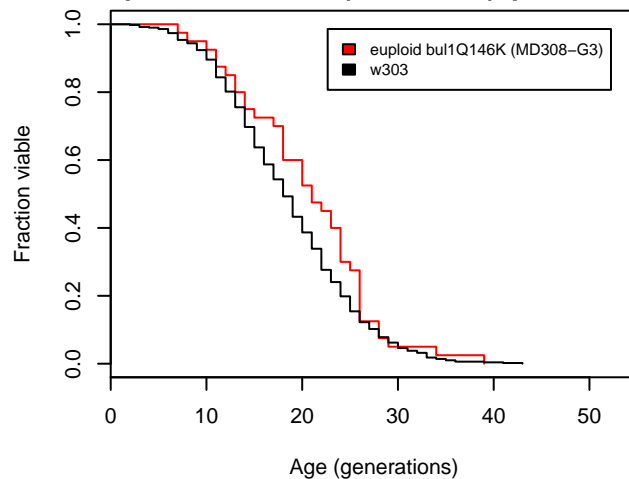

**euploid bul1Q146K (MD309–A3),  $p = 0.001824$**

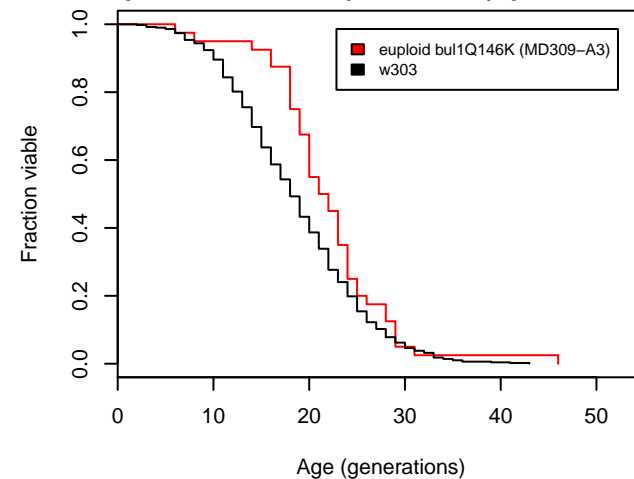

**chr5 disome bul1D c1,  $p = 1.255\text{e-}05$**

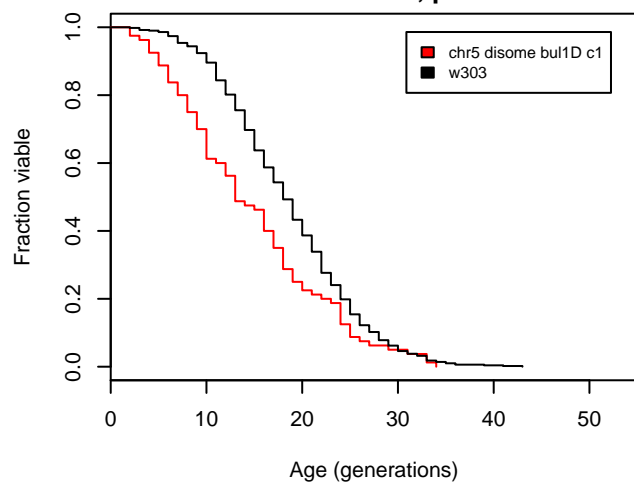

**chr5 disome bul1D c2,  $p = 1.955\text{e-}05$**

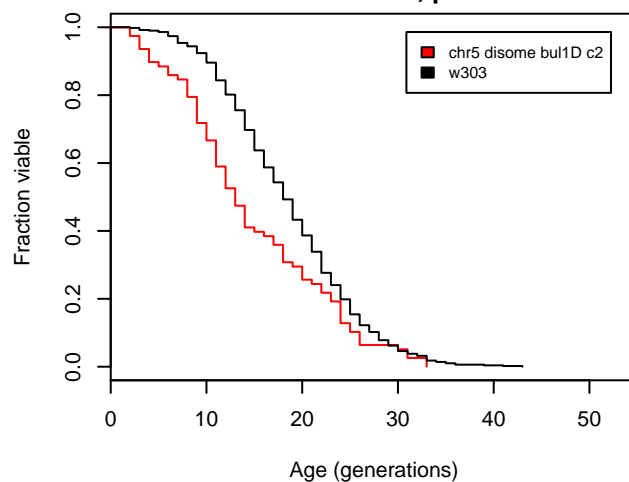

**chr5 disome bul1Q146K c2,  $p = 0.001254$**

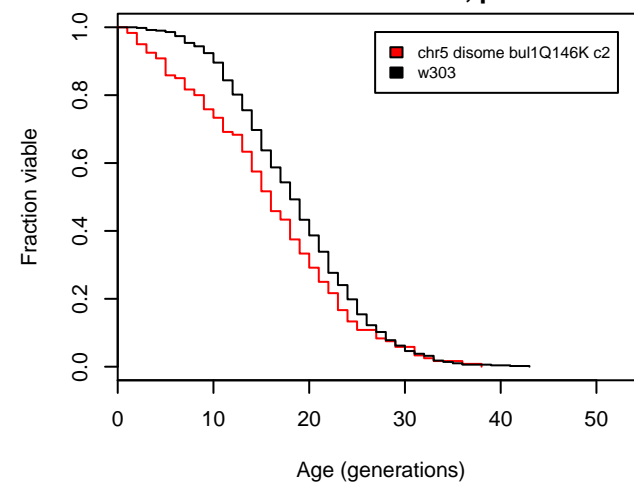

**chr8 disome,  $p = 0.001814$**

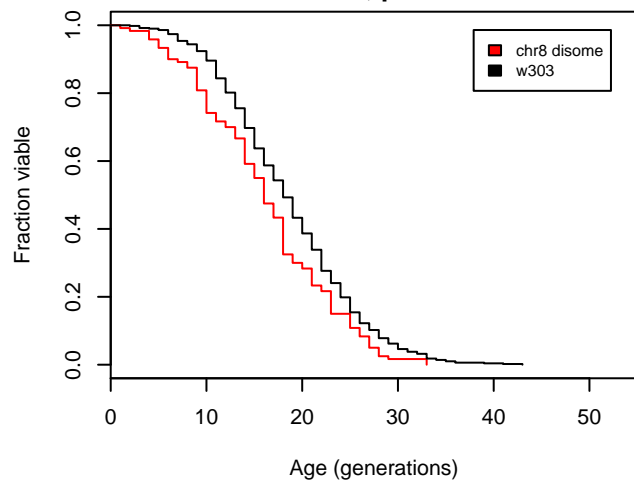

**chr8 disome bul1D c1,  $p = 1.277\text{e-}07$**

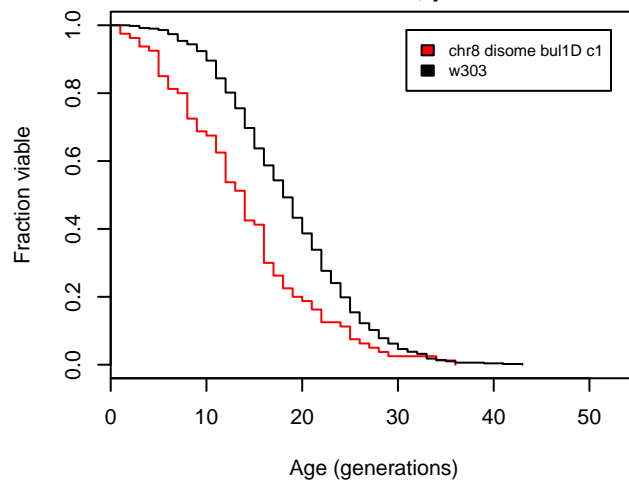

**chr8 disome bul1D c2,  $p = 1.969\text{e-}06$**

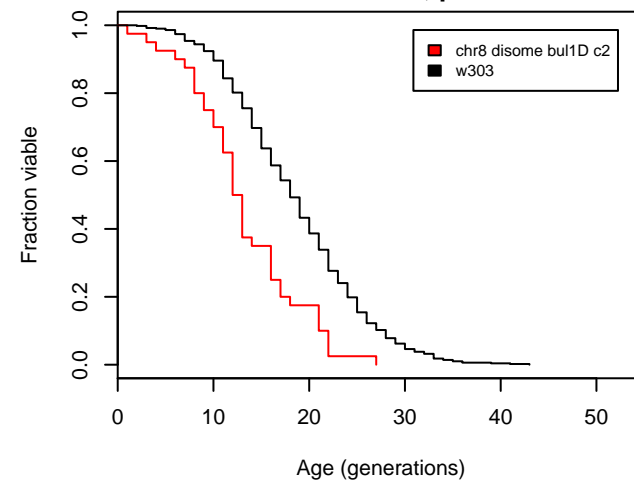

**chr9 disome,  $p = 3.492\text{e-}05$**

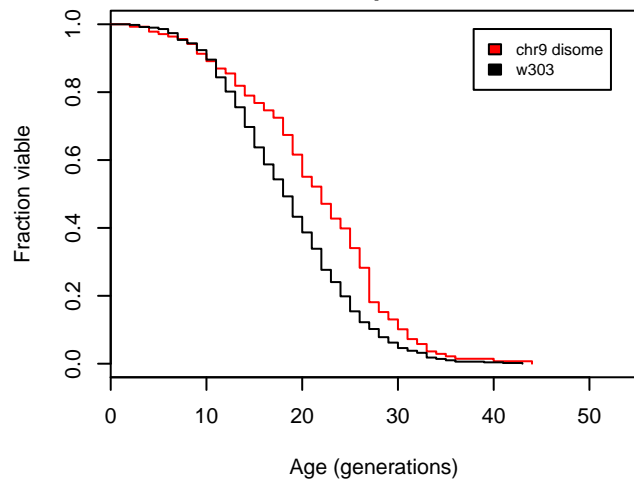

**chr9 disome bul1D c1,  $p = 0.3531$**

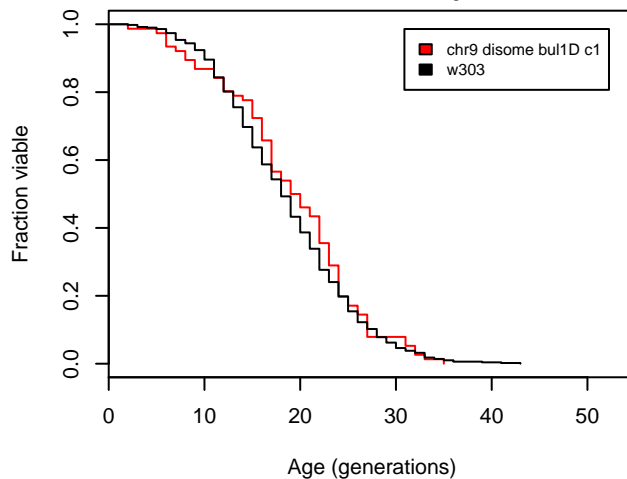

**chr9 disome bul1D c2,  $p = 7.583\text{e-}05$**

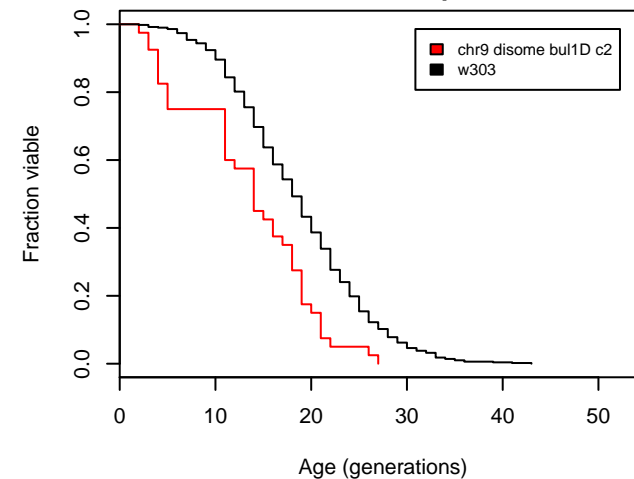

**chr10 disome,  $p = 2.78\text{e-}59$**

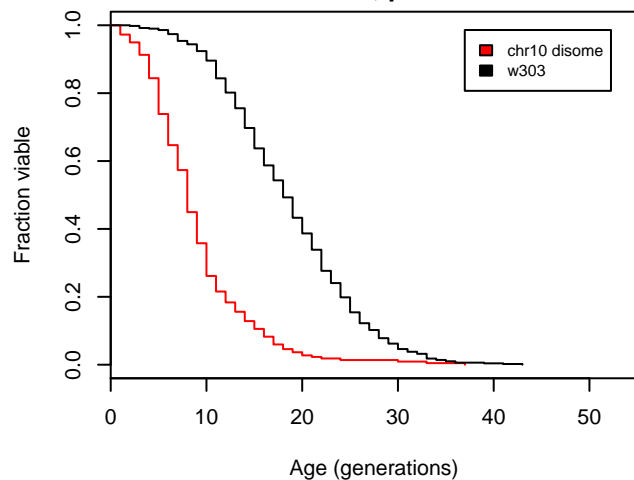

**chr10 disome evolved clone 1,  $p = 5.976\text{e-}23$**

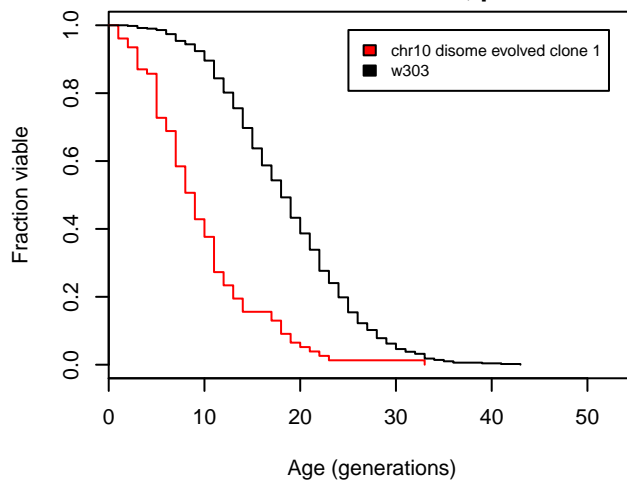

**chr10 disome evolved clone 2,  $p = 2.858\text{e-}29$**

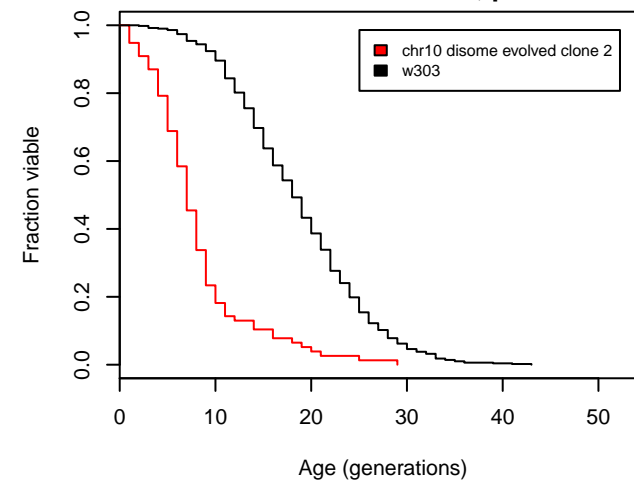

**chr10 disome bul1D c1,  $p = 1.131\text{e-}15$**

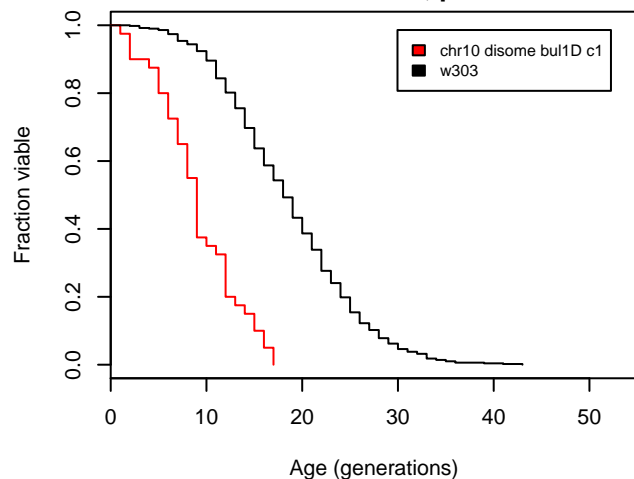

**chr11 disome,  $p = 0.002038$**

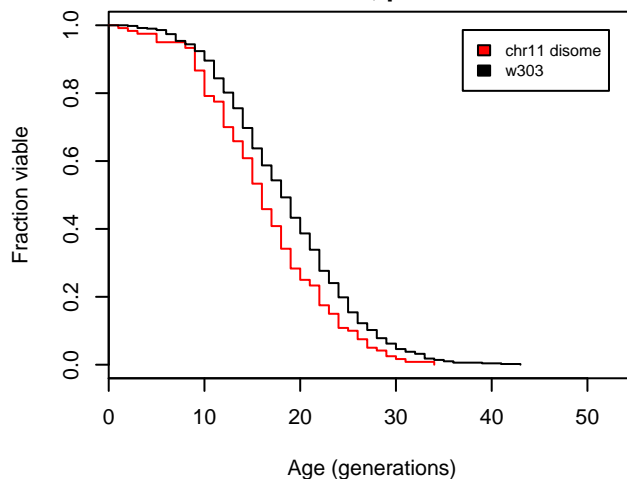

**chr11 disome bul1D c1,  $p = 5.767\text{e-}08$**

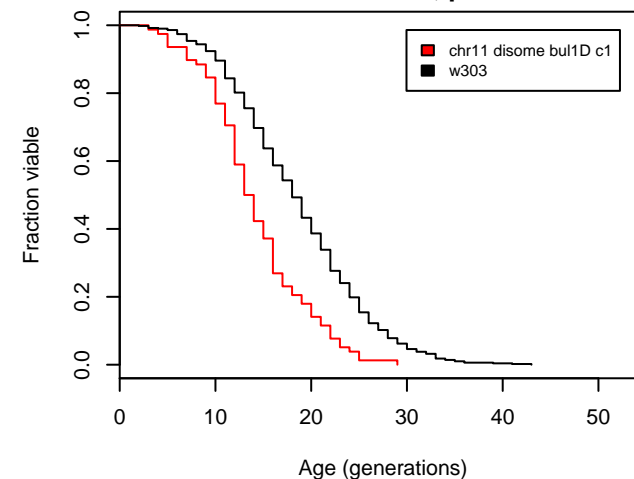

**chr11 disome bul1D c2,  $p = 6.418\text{e-}09$**

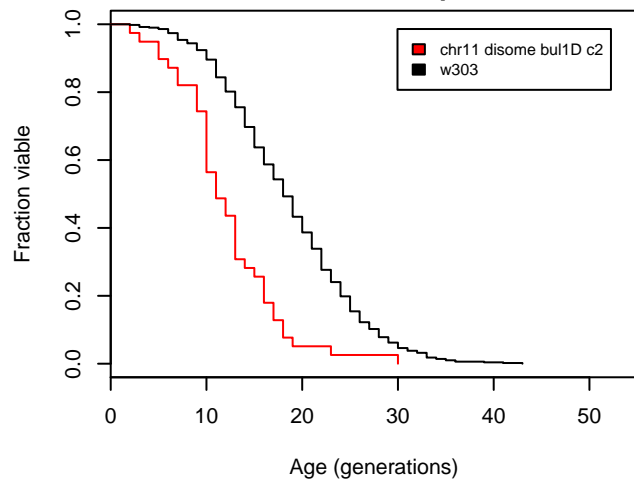

**chr12 disome,  $p = 7.674\text{e-}14$**

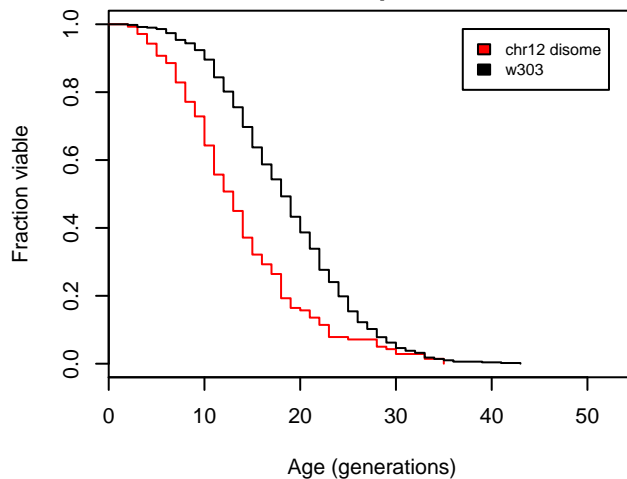

**chr12 disome evolved clone 1,  $p = 0.5262$**

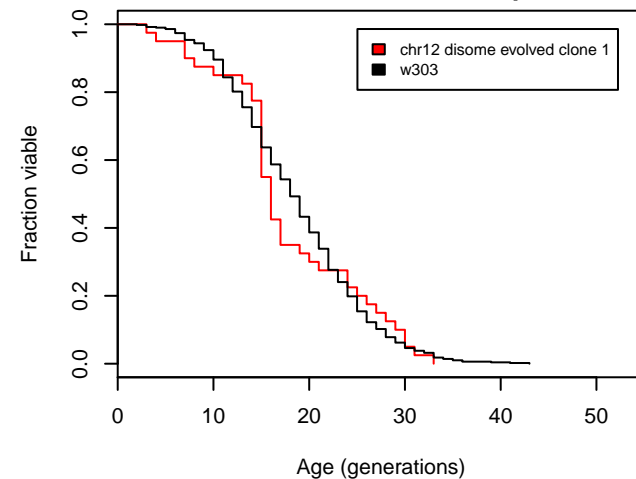

**chr12 disome evolved clone 2,  $p = 0.1163$**

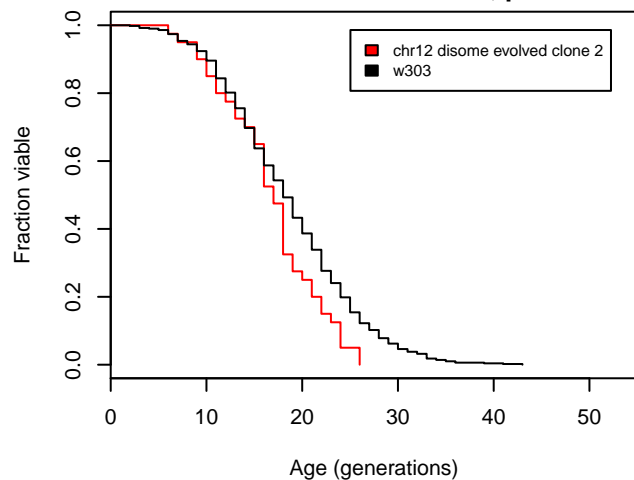

**chr13 disome,  $p = 0.0003567$**

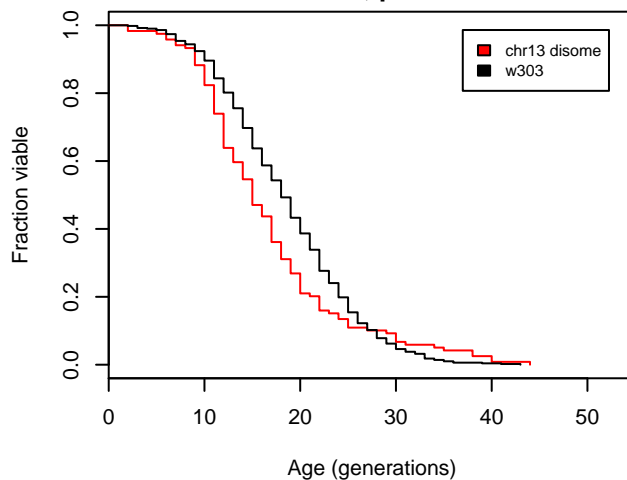

**chr13 disome evolved clone 1,  $p = 0.02318$**

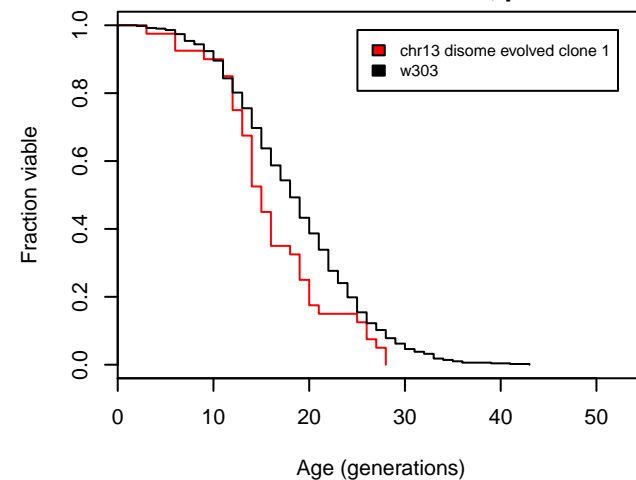

**chr14 disome,  $p = 6.575\text{e-}71$**

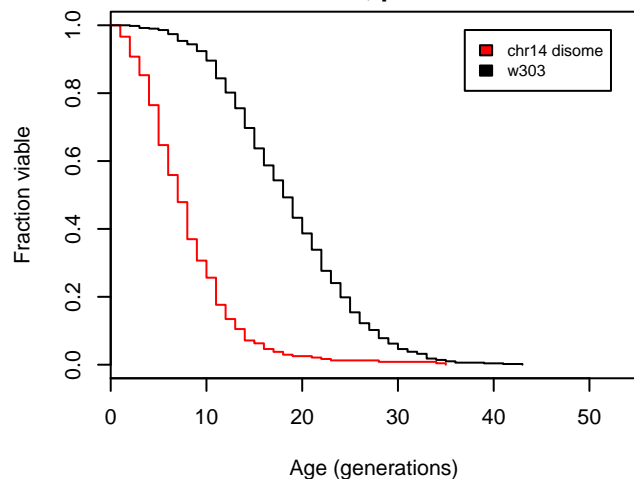

**chr14 disome evolved clone 1,  $p = 1.242\text{e-}05$**

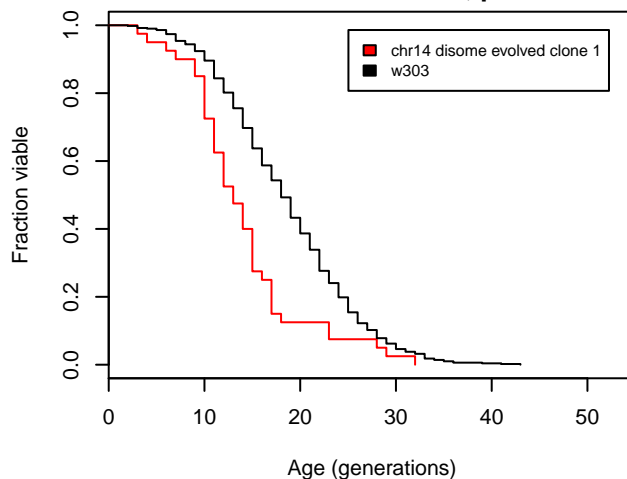

**chr14 disome evolved clone 2,  $p = 5.354\text{e-}47$**

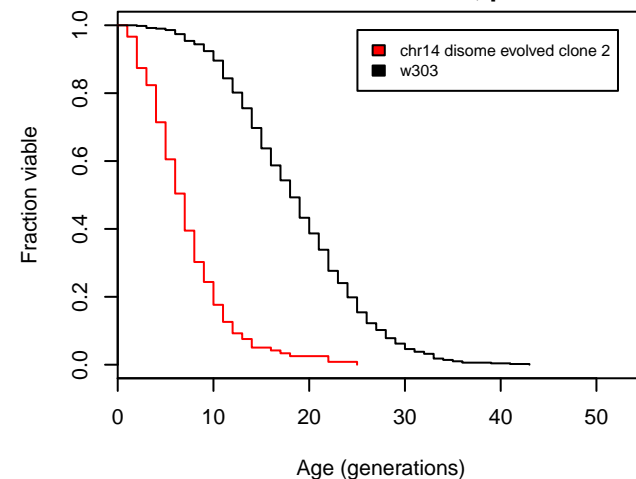

**chr14 disome bul1D c1,  $p = 8.024\text{e-}17$**

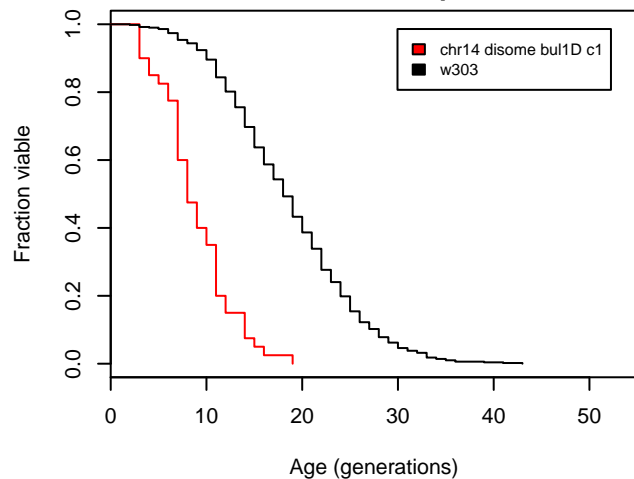

**chr15 disome,  $p = 9.995\text{e-}14$**

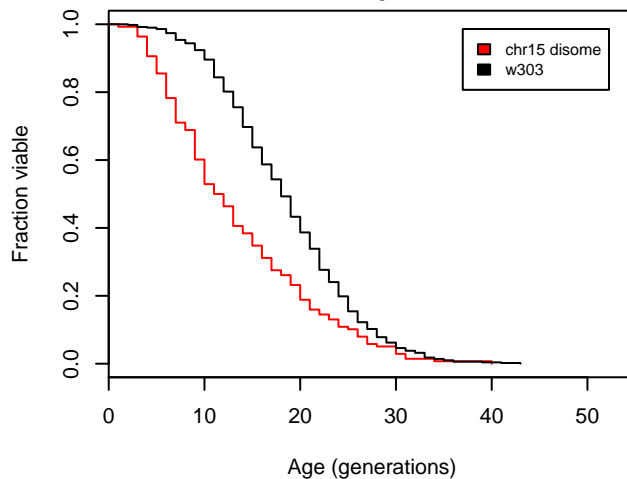

**chr15 disome evolved clone 1,  $p = 0.2945$**

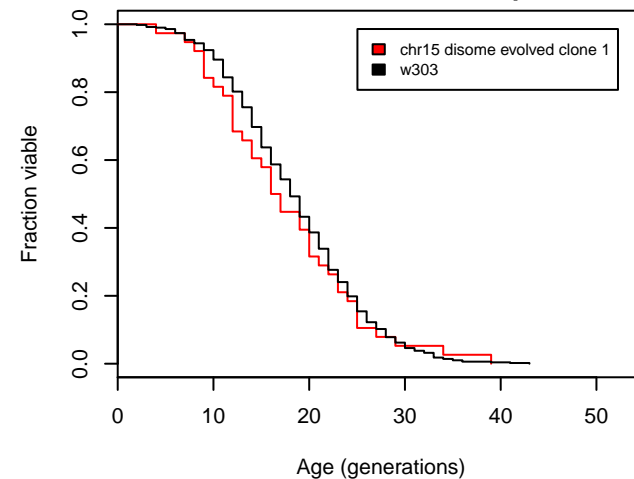

**chr15 disome evolved clone 2,  $p = 0.3345$**

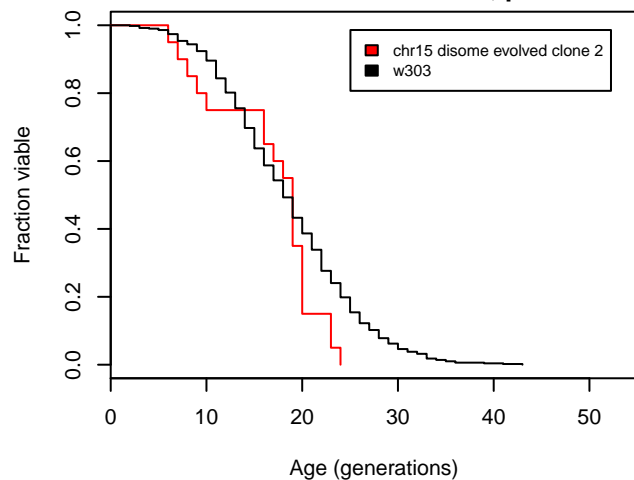

**chr16 disome,  $p = 2.155\text{e-}09$**

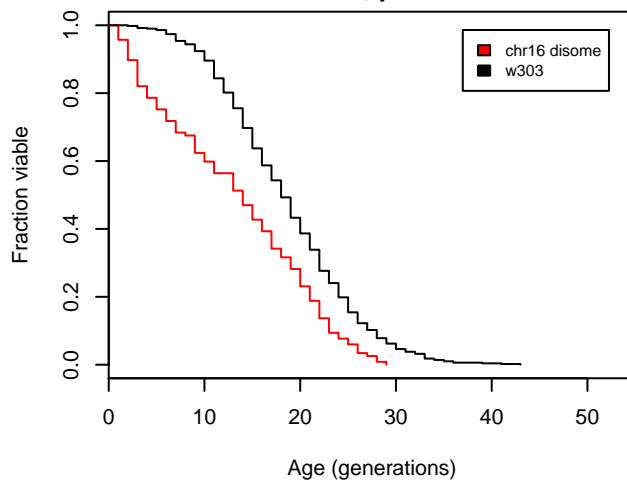

**chr16 disome bul1D c1,  $p = 5.571\text{e-}09$**

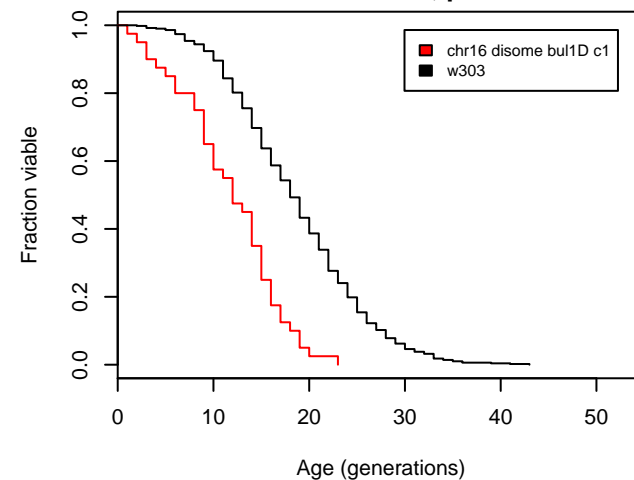

**w303 bul1D c1,  $p = 0.388$**

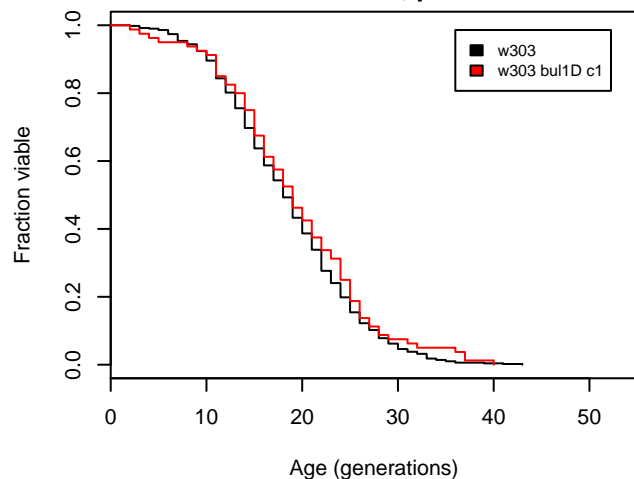

**w303 bul1D c2,  $p = 0.9234$**

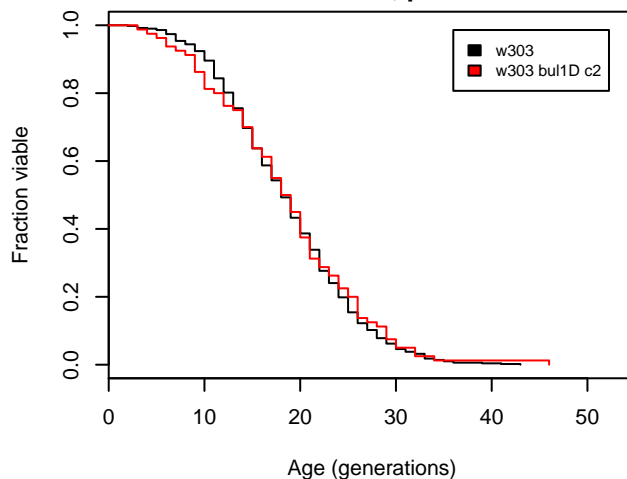

**w303 bul1Q146K c1,  $p = 0.4381$**

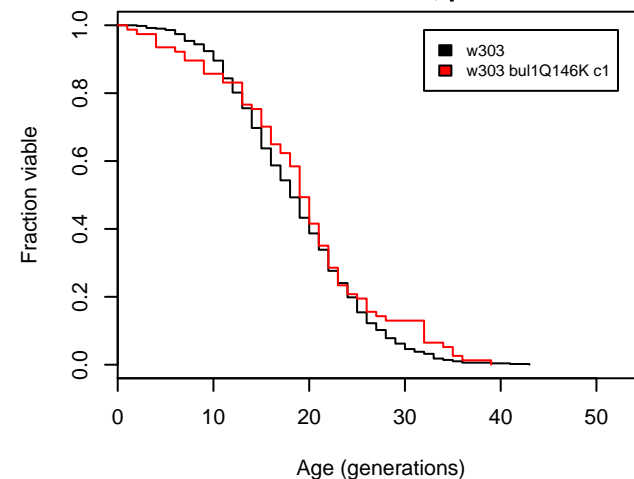

**w303 bul1Q146K c2,  $p = 5.918\text{e-}07$**

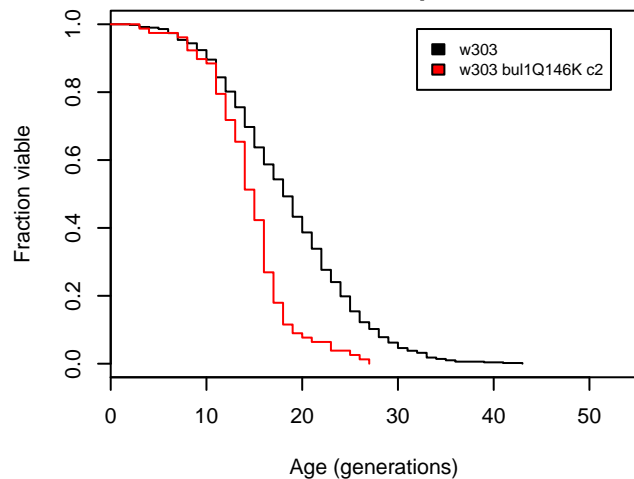

**YAC-1,  $p = 0.2732$**

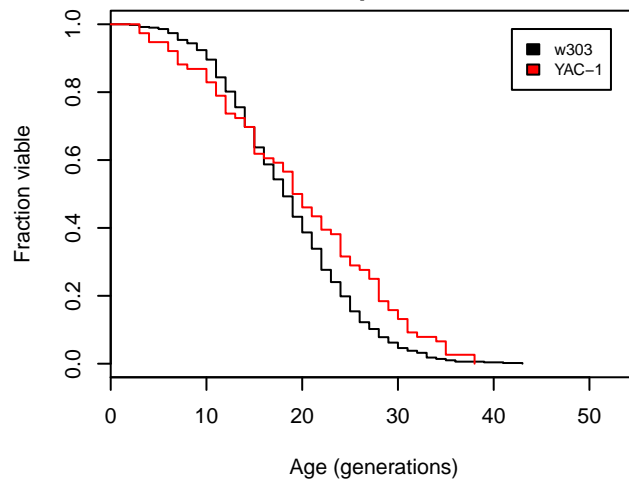

**YAC-1c,  $p = 0.5122$**

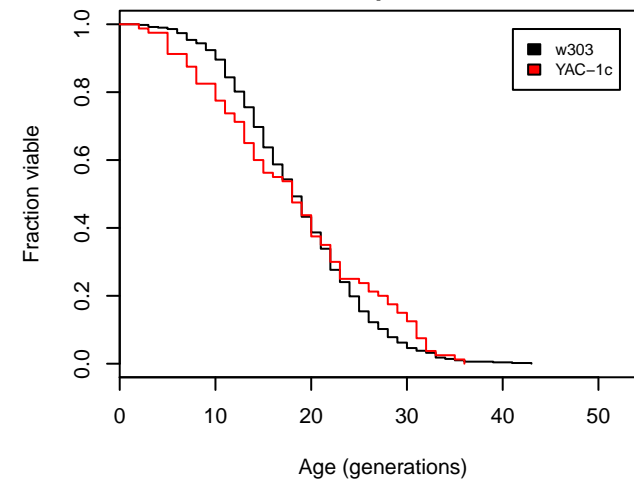

**YAC-2,  $p = 9.266\text{e-}06$**

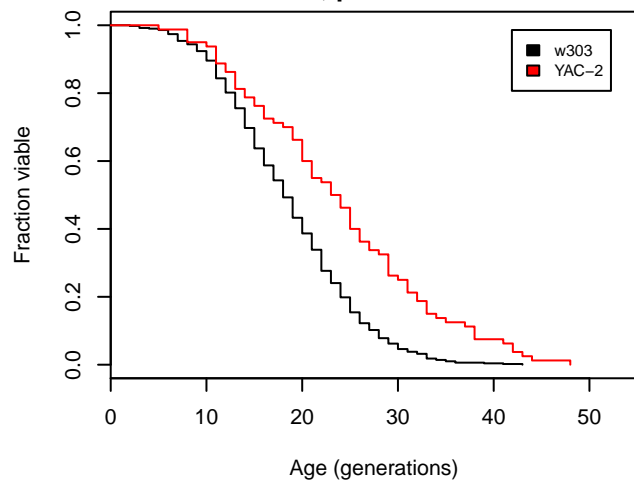

**YAC-3,  $p = 0.6855$**

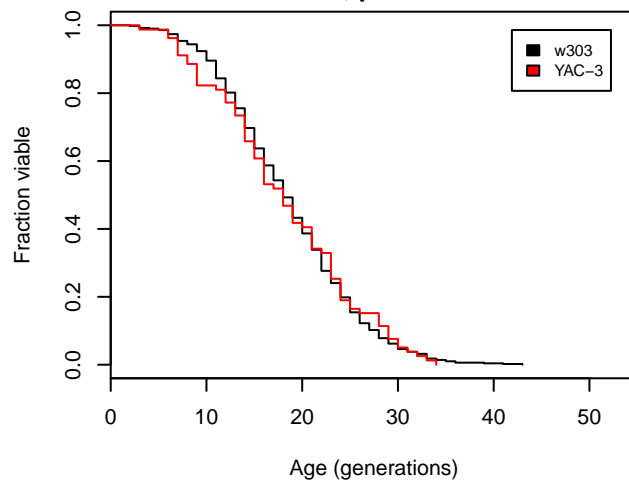

**YAC-4,  $p = 0.4573$**

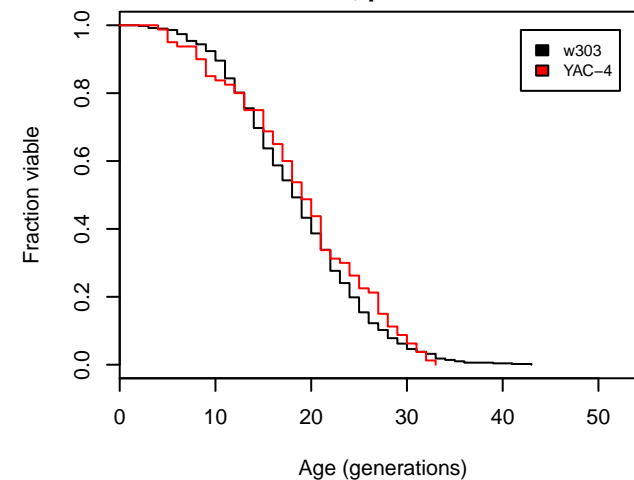

**YAC-6,  $p = 0.4925$**

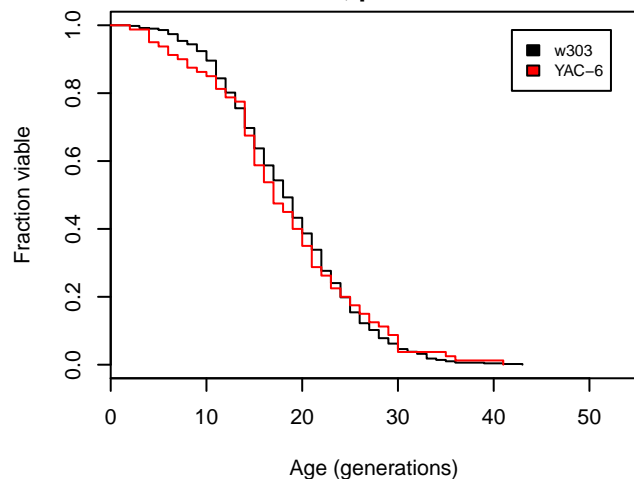

**YAC-7,  $p = 4.111\text{e-}06$**

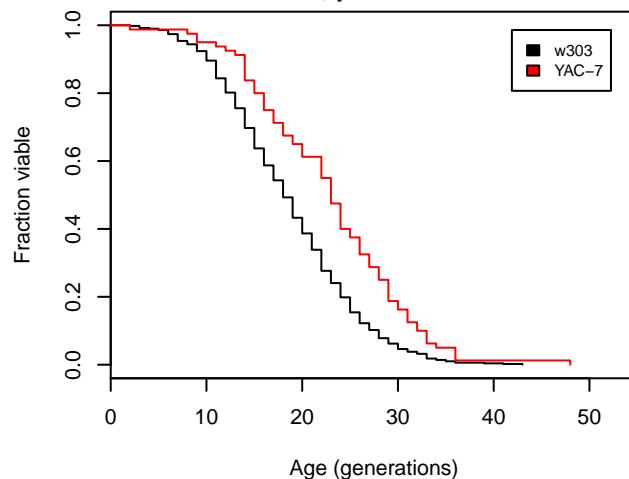

**Supplement:** Supplementary file 1 — Fig. S1 Individual Kaplan–Meir curves for each strain compared to wild‐type control (w303). P‐values were determined by a Wilcoxon Rank‐Sum test.

How the deposited data were processed for this re-analysis (not part of the article)

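The 24 arrays measured genomic DNA of 24 yeast strains, 1 array per strain, on 8 slides of Agilent design 014810. They covered the original chr5 disome, chr5 disome evolved clone 2, 12 segregants of the backcross of that clone, 7 strains with bul1Δ and 3 transformants with bul1Q146K. In every array the strain was labelled with Cy5 and the euploid reference strain FY4 with Cy3, and no dyes were swapped.

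The processed intensities were made by the authors with Agilent Feature Extraction, which per the file headers subtracted background, removed spatial trends and scaled the dyes linearly within each array. The log10 values deposited in the scanner files are, per the file headers, the logarithm of the ratio of Cy5 to Cy3 processed intensities, which was checked on every array. The log2 values of the deposited series table were made by the authors from the same log10 ratios by a change of base, as tested on the values, without centring and with non-uniform spots kept. The files also hold median spot and median local background intensities, as deposited by the authors without processing. The paper's text names aCGH for karyotyping and gives no processing settings. The build of the probe coordinates is not named in the files. Gene names and neighbours come from a gene table of assembly R64, and all coordinates given are those of the array probes.

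From the processed intensities the log2 ratio of Cy5 to Cy3 was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Control spots, spots marked as non-uniform in either channel and probes whose Cy3 signal was not well above background were left out. The median of the array was then subtracted, without loess, since an extra chromosome carries real signal. Between 27045 and 41767 of 41775 probes were used per array (median 41743). The median Cy5 signal over local background ranged from 3.6 to 47.9 (median 21.9), and the median Cy3 signal from 10.6 to 208 times background. The probe noise, an SD of the log2 ratio, ranged from 0.13 to 0.34. The number of arrays limits the precision, since most conditions have 1 or 2.

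A chromosome's value was the median over its probes, with a gain at 0.5 or more and a loss at -0.5 or less. A gene's value was the median over probes that lie wholly inside its open reading frame. Segments within chromosomes were runs of a running median over 11 probes beyond 0.5 or -0.5, after subtracting the median of the probe over all arrays and the chromosome median of the array. The segment search was tested on simulated data, in which all 477 segments of 12 and of 24 probes were found with 0 false runs. Strains were grouped by the paper's Table S1 and Table S4, by strain ID.

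Single values were compared between groups by exact two-sided permutation tests of the difference in means. Probes were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with a Benjamini-Hochberg adjusted p of 0.05. These fits covered 9 disomic against 3 euploid segregants, 5 bul1Q146K against 4 BUL1 disomic segregants, and 2 clones of chr5 disome bul1Δ against 2 clones of w303 bul1Δ. The fits were tested on simulated data with 200 changed probes and with noise drawn independently for each probe and array. At a change of 0.9 on the log2 scale 98%, 98% and 99% of changed probes were found, with 7.11%, 5.31% and 11.6% false calls. At a change of 0.5 the third comparison found 23%.

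The items named were fixed before the data were examined. They are the genes of Table S3, RSP5, GLN3 and the marker loci of Table S1, the 5 probes with the largest change outside chromosome 5 in each limma comparison, and the 5 largest segments seen in fewer than 12 arrays. The CAN1 probes lower in chr5 disome bul1Δ, the KanMX site, the runs at HXT7 and HXT6 and at TRP1 and the chromosome 3 probes were named after their values were seen. The alternatives fixed at the same time were normexp background correction with an offset of 50 on the median spot signals, since the files hold no mean signals, loess within arrays, another centring, other filters on dim or non-uniform spots, the series table, other summaries and thresholds, blocks for slide and zygote, other limma settings, and each replicate left out in turn. The probe nearest to the BNR1 and BUL1 sites was added after the data were seen.

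MAT, the 2-micron plasmid, for which the array has no probes, and strains of the paper without an array in the series were not analysed here.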

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

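The tests of explanations in this part were all chosen after the results they concern had been seen. A strain was singled out where its gap to the nearest other strain of its group, divided by the range of the group, passed Dixon's critical value. Of 52 groups tested 7 passed it, and chance alone passes about 1 in 20 groups.

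CAN1 and the KanMX site were far lower in the BUL1 disomic segregant MD309-B5 than in the other disomic segregants. CAN1 was at -4.00 (-0.047 to 0.13 in the other 8) and the KanMX site, with a single probe, at -3.01 (-0.17 to 0.28 in the other 8). The 2 measures passed the critical value both among the 4 BUL1 segregants and among all 9 disomic segregants. A loss of the left arm of 1 chromosome 5 is argued against by the 549 probes between the sites, which were at 0.88. A chromosome 5 pair in which both copies carry both insertions stays open and was not tested apart from the losses themselves, since the KanMX value of -3.01 is part of what is to be explained. A mislabelled sample also stays open. The chr5 log2 ratio of 0.91 is that of a disome, and a wrong label from another chr5 disome would show the same dose. In Table S4 of the paper this strain is also the only disomic segregant listed with a single base at the YER046W-A site.

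CAN1 was lost in each euploid segregant, at -4.15 in MD308-C9, -3.62 in MD308-G3 and -4.02 in MD309-A3, a signal the paper does not report on. In strains outside the cross with 1 chromosome 5, CAN1 lay between -0.053 and 0.18. The highest value at either site over the 3 arrays was -3.41, at the KanMX site. The probes between the sites were at -0.034 to -0.018 in these 3 segregants, the dose of 1 chromosome 5. Both losses therefore lie on the same chromosome. That it arose by recombination between chromosomes with 1 insertion each stays open. The arrays do not show which chromosome of the disomic parent carried which insertion. Crossover sites were not tested.

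A run of 17 probes on chromosome 4 from 1155961 to 1161421, at HXT7 and HXT6 (R64 gene names), was lost in both w303 bul1Δ clones and in part in chr8 disome bul1Δ. In the latter the last 2 probes, at 1159494 to 1159553 and 1161362 to 1161421, were at -0.39 and -0.13. The median log2 ratio over the 17 probes was -3.55 in w303 bul1Δ clone YGO1138, -3.60 in clone YGO1139 and -1.34 in chr8 disome bul1Δ, and lay between -0.42 and 0.092 in the other 21 strains. The run is not reported in the paper. A slide effect is argued against by the other strains on both slides, the lowest of which was at -0.34. A variant of the w303 control strain is argued against by w303 bul1Q146K, made from the same control, whose lowest value was -0.42. Recombination between HXT7 and HXT6 stays open. In the w303 bul1Δ clones the probe at 1161362 to 1161421, at -1.76 and -1.91, lies past HXT6 and would be kept, but it is a single probe, next to the gene and less low than the run. The test there first allowed 1 probe length past the genes, and this was dropped after its result was seen. In chr8 disome bul1Δ the probe at -0.39 is the last one before HXT6 and would be lost too, but it is a single probe on the dim slide. No probe lies inside either gene, so their own sequence was not measured. Whether the loss bears on lifespan was not tested.

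TRP1 was at -1.94 in chr8 disome bul1Δ (YGO1142), from 2 probes, against -0.42 to 0.14 in the other bul1Δ strains. The run of probes around it, from 461832 to 463218, was at -1.96, against -0.14 to 0.27 in the other 23 strains. Isolated bad spots are argued against by the 6 neighbouring probes lost in a row. A mislabelled sample stays open. The chr8 log2 ratio of 0.71 is that of a gained chromosome 8, but a chr8 disome strain of another origin would show the same. Table S1 lists trp1-1 for this strain as for the 23 others, which keep the run, and lists no loss of the run.

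The median mitochondrial log2 ratio ranged over strains from -0.62 in w303 bul1Δ clone YGO1138 to 1.00 in chr5 disome bul1Q146K, a signal in probes the paper does not discuss. A slide effect as the whole cause is argued against by slide E, whose 4 arrays spanned 1.11, from -0.62 and -0.54 in w303 bul1Δ to -0.018 in chr9 disome bul1Δ and 0.49 in chr11 disome bul1Δ. The arrays of each other slide spanned at most 0.43. Sequence differences between the mitochondrial DNA of these strains and of FY4 stay open, and no biological explanation was tested. The mean over the 12 segregants changed sign under 2 alternatives given with the other processing results.

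ADE2 in the BUL1 disomic segregant MD308-D5 was at 0.051, against -0.13 to -0.12 in the 3 other BUL1 segregants. HIS3 in MD308-C2 was at -0.37, from 2 probes, against -0.045 to 0.28 in the other 8 disomic segregants. The ratio of gap to range was 0.499 for HIS3, only just past the critical value for 9 strains, and 0.931 for ADE2, further past that for 4. No explanation was tested.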

How the results depend on the processing

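Of 214 alternatives over 17 results, 188 left a test with the same direction and side of its threshold, a value within its spread or a count near its size, 1 moved a result past its threshold, 23 moved a value and 2 reversed the sign of a tested difference. Among the 23, the mitochondrial mean of the segregants, given without a test, also changed sign under 2 alternatives. Among the 188, a gain threshold of 0.8 removed the call of 3 strains. One more alternative gave no value, since no ADE1 probe was left in the w303 strains with both channels well above background. All 214 were chosen before the data were examined, and the probes nearest to the BNR1 and BUL1 sites after.

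The chromosome 5 difference between disomic and euploid segregants kept its direction and stayed below p = 0.05 in 24 alternatives, from 0.67 with loess to 1.36 with normexp (exact permutation p at most 0.0364), and from 0.91 to 0.92 with each segregant left out. Slide as a block gave 0.92 (exact permutation p = 0.0313) and zygote as a block 0.92 (exact permutation p = 0.0333). The probe counts for this comparison ranged from 1923 to 2154, with up to 211 probes outside chromosome 5. With 1 segregant left out, 16 to 70 probes lay outside chromosome 5, the most without MD308-C2. The number of probes lower in disomic segregants was 10 in the main fit. It was 200 with loess, 99 with normexp and 1 when centred on probes outside chromosomes 5, 8, 9, 11 and 12. The difference between bul1Q146K and BUL1 disomic segregants reversed to -0.012 with normexp (exact permutation p = 0.635) and to -0.013 with loess (exact permutation p = 0.492). It ranged from 0.0092 to 0.016 with each segregant left out, and without MD308-H5 it passed 0.05 at 0.016 (exact permutation p = 0.0286). That comparison leaves the slide of MD308-H5 with BUL1 segregants only. The cause was not tested. Their limma count was 0 in all 20 alternatives, with 8 to 811 probes at an unadjusted p under 0.05.

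The 24 karyotypes matched those of the paper under 11 alternatives, and 21 matched at a gain threshold of 0.8, where YGO1140, YGO1141 and YGO1142 on the dim slide F were not called. BUL1 in bul1Δ strains stayed between -2.79 and -1.30 relative to the other strains (exact permutation p at most 1.98e-05). The BNI5 probe stayed between -0.088 and -0.030 (exact permutation p from 0.104 to 0.784). The probe nearest to the BNR1 site differed by 0.033 (exact permutation p = 0.735) and that nearest to the BUL1 site by -0.048 (exact permutation p = 0.651).

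With normexp and with loess, in that order, RSP5 in chr5 disomes moved to 1.36 and 0.67, GLN3 to 1.504 and 0.79, ADE1 in w303 strains to -2.14 and -3.07, LYS2 to -1.56 and -2.40, CAN1 in euploid segregants to -1.996 and -3.50, rDNA in segregants to 0.63 and 0.69, and the mitochondrial probes in segregants to -0.16 and -0.092. With both channels well above background LYS2 moved to -3.26. The cause was not tested. The segment count of 107 moved to 39 with a window of 21 probes, to 1211 at a deviation of 0.3 and to 45 at 0.8.

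The count of probes that differ between chr5 disome bul1Δ and w303 bul1Δ moved from 12379 to 6861 with loess. It rose to 15576 with normexp, 13908 with a fit over all 24 arrays, 13322 with the series table and 13308 with non-uniform spots kept. With 1 clone left out it ranged from 410 to 28688, namely 421 without YGO1138, 410 without YGO1139, 25899 without YGO1140 and 28688 without YGO1141. The lone clone is then assumed to vary like the other group. Clone number as a replicate block gave 10961. Slide as a random block was not run, since slide and group coincide. Slide F had the lowest Cy5 signal, 3.6 to 4.29 times background, and whether this alone limits its values was not tested.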

Differences from the paper's values

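No value of the paper that was also computed here differed from it. The count of disomic segregants (9) and of euploid segregants (3) matches the paper's in Table S4. The paper's karyotypes may come from these same arrays, so this match is not an independent check. The deposited sample labels name all 12 segregants disomic, whereas MD308-C9, MD308-G3 and MD309-A3 had chromosome 5 log2 ratios of -0.0072, -0.0019 and -0.0038, as the paper's tables state.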

Other observations

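Of the tests in this part, those of mixed cultures on slide F, of the karyotypes by segregant name, of ADE1 and LYS2, of the chromosome 3 probes and of splits outside chromosome 5 were chosen only after the results were seen. The chromosome 3 tests also replaced earlier ones after their outcome was known. The others were written down before the values they measure were seen.

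Log2 ratios on slide F (chr5 and chr8 disomes with bul1Δ) were shallower than elsewhere. Over 86 probes that read as absent in the strains outside slide F, the mean was -1.91 on slide F and -3.55 on the other slides, a difference of 1.63. Cells without the deletion or the extra chromosome are argued against by that difference, since these probes should be absent from all w303 cells. Red signal in proportion to the reference is argued against by the slope of log2 red on log2 green at these probes, which was as low as 0.098. A constant amount of red signal added to every spot predicts a slope near 0, and the mean slope of 0.12 is consistent with it, though slopes elsewhere ranged from 0.16 to 0.97. That model predicts chromosome gains of 0.78 to 0.82 against 0.68 to 0.74 observed, so it may account for part of the shallower gains.

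Outside chromosome 5, 11342 probes differed between chr5 disome bul1Δ and w303 bul1Δ, 154 without YGO1139 and 27237 without YGO1141. Of the 9230 of them that also lie outside chromosomes 8, 9 and 11 and the mitochondrial DNA and have a value on arrays outside the comparison, 81.5% had the same direction between slides F and E there. A difference between the slides is therefore a candidate explanation for many of these probes, and a strain difference stays open for the rest.

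For the probes that differ between disomic and euploid segregants, 1 of 100 splits drawn from the 220 possible gave as many, the real one. This cannot decide on chance for chromosome 5, since its dose defines the groups and it holds 1937 of the 1963 probes. The highest other count was 1380, and 3 other splits gave a count above 0. With the probes outside chromosome 5 adjusted among themselves, 7 differed. Of the same 100 splits 4 gave as many, the real one included. The 3 others gave far more (214, 612 and 1550), the second of them with 3 arrays of slide B against the rest. The share is close to 0.05 and comes from a draw of the 220 splits, so chance is not excluded for these probes. With slide as a block, and adjusted over all chromosomes, 57 probes outside chromosome 5 differed. For bul1Q146K against BUL1 disomic segregants the count was 0, which any split equals or exceeds (100 of 100 drawn from 126), so the splits decide nothing there.

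The 3 chromosome 14 probes with the largest changes outside chromosome 5 may share sequence with chromosome 5. In strains outside the cross, they were at -0.41 ± 0.17 (SD, n = 5) in disomic strains and -1.35 ± 0.26 (SD, n = 7) in strains with 1 chromosome 5, a difference of 0.94 (exact two-sided permutation test, p = 0.00253). These strains also differ in slide. On slide F, which holds both kinds, the 2 disomic strains were at -0.60 and -0.55 and the strain with 1 chromosome 5 at -1.05.

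Table S4 of the paper gives 0 of 12 strain IDs the segregant name that Table S1 gives. Matched by ID, 12 of 12 strains had the karyotype of Table S4, and matched by name 8 of 12. The karyotypes thus belong to the strain IDs. For the genotypes the arrays give no answer, since the BNI5 probe separated them neither by name (exact permutation p = 0.387) nor by ID.

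ADE1 and LYS2 were lost in the 4 strains made from the w303 control and kept in all 12 segregants. Table S1 lists both genes as replaced in the other parent of the cross, YMD2566. Chance segregation is argued against for each gene by an exact binomial p of 0.000488. That parent may not carry the replacements it is listed with, but it has no array here, and selection during the isolation of segregants was not tested.

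Between 148727 and 151480 on chromosome 3, the log2 ratio was 0.92 to 1.61 on slides B, C, D and F (1 to 8 probes on slide C) and -0.23 to 0.34 on slides A, E and H. Slide G gave 0.26 and 0.61 from 1 or 2 probes. YMD285 was at -0.20 and its 12 segregants at 0.92 to 1.61. YMD692 was at -0.23, its bul1Δ clones on slide F at 1.39 and 1.04 and its bul1Q146K clone on slide H at 0.18. An inherited copy number difference as the whole cause is argued against by the segregants, of which 0 of 12 had the level of YMD285 (exact binomial p = 0.000488). All are listed as MATa, as YMD285 is, so linkage to MAT on this chromosome would favour its level. Dim reference signal stays open. The Cy3 signal of these probes was at most 12.3% of the array median, on slides with low and with high ratios alike. A difference between slides was not tested apart from the strains.

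The search for segments within chromosomes gave 107 segments at 55 loci, 39 of them seen on slide G only. The 5 largest loci in fewer than 12 arrays were as follows. Their values are median deviations from the median of each probe over all 24 arrays and from the chromosome median of the array, and are not log2 ratios to FY4. The locus on chromosome 12 from 451118 to 476007, in the rDNA and ASP3 region, was at -0.59 in MD322-C8 alone. On chromosome 14, the locus from 764075 to 780236 was called over different lengths in 5 strains, at -1.05 in MD323-C11, -0.80 in MD322-C8, -0.77 in MD322-A5 and -0.58 in YGO1139, and over a single probe in YGO1138 (-0.17). The overlapping locus from 765310 to 779613 deviated upward in the 3 strains of slide F, by 1.34 to 1.57. On chromosome 7, the locus from 2010 to 11663 lay between -1.11 and -0.76 in 3 strains of slides G and H. On chromosome 4, the locus from 1154106 to 1161421 was at -3.24 in YGO1139, -3.18 in YGO1138 and -1.31 in YGO1142, where the call ended earlier. No explanation was tested for the other 4 loci.

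In the 12 segregants the 2 rDNA probes were at 1.07 ± 0.27 (SD, n = 12) and the 295 mitochondrial probes at 0.26 ± 0.12 (SD, n = 12). The direction of the second changes under normexp (-0.16) and loess (-0.092).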
